# CNS myelination and remyelination depend on fatty acid synthesis by oligodendrocytes

**DOI:** 10.7554/eLife.44702

**Published:** 2019-05-07

**Authors:** Penelope Dimas, Laura Montani, Jorge A Pereira, Daniel Moreno, Martin Trötzmüller, Joanne Gerber, Clay F Semenkovich, Harald C Köfeler, Ueli Suter

**Keywords:** myelination, oligodendrocytes, remyelination, fatty acid synthesis, high fat diet, myelin lipids, Mouse

## Abstract

Oligodendrocytes (OLs) support neurons and signal transmission in the central nervous system (CNS) by enwrapping axons with myelin, a lipid-rich membrane structure. We addressed the significance of fatty acid (FA) synthesis in OLs by depleting FA synthase (FASN) from OL progenitor cells (OPCs) in transgenic mice. While we detected no effects in proliferation and differentiation along the postnatal OL lineage, we found that FASN is essential for accurate myelination, including myelin growth. Increasing dietary lipid intake could partially compensate for the FASN deficiency. Furthermore, FASN contributes to correct myelin lipid composition and stability of myelinated axons. Moreover, we depleted FASN specifically in adult OPCs to examine its relevance for remyelination. Applying lysolecithin-induced focal demyelinating spinal cord lesions, we found that FA synthesis is essential to sustain adult OPC-derived OLs and efficient remyelination. We conclude that FA synthesis in OLs plays key roles in CNS myelination and remyelination.

## Introduction

Under the control of a complex bidirectional signaling program (Herbert and Monk, 2017; Klingseisen and Lyons, 2018; Nave and Werner, 2014; Osso and Chan, 2017), oligodendrocytes (OLs) encase central nervous system (CNS) axons with myelin, a highly organized and compacted multi-membrane structure. Myelination allows rapid transmission of action potentials and preserves axonal integrity by multiple mechanisms, including metabolic support by OLs (Fünfschilling et al., 2012; Lee et al., 2012; Simons et al., 2014). Thus, loss of myelin in diseases of diverse etiology, such as in multiple sclerosis, ultimately results in axonal degeneration and clinical deterioration of affected patients (Franklin and Ffrench-Constant, 2017; Nave and Werner, 2014; Saab and Nave, 2017). During postnatal development, OL progenitor cells (OPCs) undergo a tightly orchestrated differentiation program leading to mature OLs that contact axons and wrap them with myelin (Nave and Werner, 2014). A significant population of OPCs remains resident in the adult CNS, designated adult OPCs (aOPCs) (Dimou and Gallo, 2015; Franklin and Ffrench-Constant, 2017). Upon a demyelinating injury, aOPCs are activated, migrate to the lesion site, proliferate, undergo differentiation, and mature into OLs that remyelinate axons. Hence, aOPCs-derived OLs substitute for pre-existing ones which are lost upon demyelination (Crawford et al., 2016; Franklin and Ffrench-Constant, 2017). However, this program often fails in myelin-defective lesions leaving axons particularly vulnerable. While a number of exogenous and endogenous factors are known to restrict the regenerative potential of aOPCs (Franklin and Ffrench-Constant, 2017; Miron, 2017), the roles of modulators of their metabolic state remain largely unknown.

Myelin is characterized by an exceptionally high lipid content (~80% of dry weight) (Chrast et al., 2011; Nave and Werner, 2014; Schmitt et al., 2015). Fatty acids (FAs) are fundamental building blocks for both glycolipids and phospholipids, which comprise the largest proportion of myelin membrane lipids (Harayama and Riezman, 2018). FAs can be acquired from the pool present in the circulation due to dietary intake (essential and non-essential FAs), through horizontal flux from adjacent cells (essential and non-essential FAs), or are cell-endogenously synthesized (non-essential FAs) (Camargo et al., 2017; Currie et al., 2013). However, the relative contribution of uptake versus synthesis to the final pool of FAs in OLs at different stages of differentiation remains to be determined.

The mTORC1-SCAP signaling axis regulates a plethora of lipogenic pathways via cleavage of Sterol Regulatory Element-Binding Proteins (SREBPs). These transcription factors are major modulators of FA and cholesterol metabolism (Laplante and Sabatini, 2012; Porstmann et al., 2008), including in OLs (Camargo et al., 2017). Accordingly, depletion of mTOR (Wahl et al., 2014), the functionally required mTORC1 subunit Raptor (Bercury et al., 2014; Lebrun-Julien et al., 2014) or SCAP (Camargo et al., 2017) in OLs causes reduced radial growth of myelin, mimicking the phenotype triggered by depletion of the SREBP-downstream target squalene synthase, an enzyme required for cholesterol synthesis (Saher et al., 2005). Genetic depletion of Raptor and SCAP in OLs results also in reduced expression of FA synthase (FASN) (Camargo et al., 2017; Lebrun-Julien et al., 2014) – the enzyme responsible for the synthesis of the 16-carbon palmitic acid that is used as substrate for subsequent synthesis of longer FAs (Currie et al., 2013). However, the functional role of endogenous FA synthesis in OL differentiation and CNS myelination, and how diminished FASN expression impacts upon the observed mTORC1/SCAP-knockout phenotypes, is not clear.

We previously found that de novo FA synthesis is essential for correct onset of myelination by Schwann cells, the myelinating cells of the peripheral nervous system (PNS) (Montani et al., 2018). In the present study, we have tested whether OLs rely also on endogenous FA synthesis for developmental myelination. Furthermore, we investigated whether remyelination after injury depends on FA synthesis by OLs. In development, we addressed this question by genetically depleting FASN in the OL lineage of transgenic mice. To analyze the role of endogenous FA synthesis in remyelination of adults, we deleted FASN specifically from aOPCs and their progeny, in conjunction with a focal demyelinating spinal cord lesion using the well-established lysolecithin gliotoxin-injection model (Blakemore and Franklin, 2008). Our data reveal that endogenous FA synthesis in OLs is required for correct CNS myelination in development and essential for efficient remyelination in adulthood.

## Results

### Depletion of FASN in oligodendrocytes

OLs have the capacity to cover numerous axons with multiple membrane layers to form myelin (Nave and Werner, 2014). Thus, we hypothesized that OLs may depend on endogenous FASN-driven FA synthesis for myelin production. Indeed, OLs transcribe FASN at high levels (http://web.stanford.edu/group/barres_lab/cgi-bin/igv_cgi_2.py?lname=Fasn) (Zhang et al., 2014). To test our hypothesis, we used mouse genetics to ablate FASN specifically in the OL lineage. Conditionally mutant *Fasn*^lox/lox^ mice (Chakravarthy et al., 2005) were crossed with mice expressing Cre recombinase under the control of *Olig2* gene regulatory elements (Schüller et al., 2008) (Figure 1a). The resulting *Fasn* mutants were viable, fertile and born according to Mendelian distribution. Loss of FASN expression was confirmed by immunohistochemistry in differentiated (CC1+) OLs of postnatal day (P) 14 mutants in spinal cord white matter (Figure 1b,c), in agreement with highly efficient recombination in OL lineage cells as monitored by inclusion of the Cre-dependent reporter *Rosa26-loxPstoploxP-YFP* allele (Srinivas et al., 2001) (Figure 1—figure supplement 1a,b). Comparable loss of FASN was also found in the gray matter (Figure 1—figure supplement 2a,b). Note that large motoneurons in the ventral horn showed strong FASN expression, which was retained in mutant mice (Figure 1—figure supplement 2a,b).

**Figure 1.**
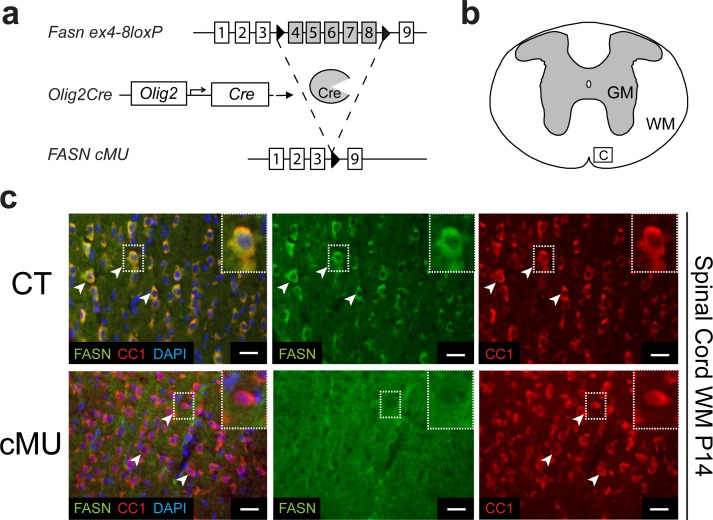
Generation of mutant mice lacking FASN in the oligodendrocyte lineage. (**a**) Experimental strategy of conditional *Fasn* allele inactivation upon *Olig2*-driven Cre expression in vivo. (**b**) Schematic of thoracic spinal cord. Square insert ‘c’: White matter (WM) where subsequent immunostaining images were acquired. GM = gray matter (**c**) Representative immunostaining of cross-sectioned spinal cord from P14 CT and cMU mice, *n* = 3 mice examined for each, CT and cMU. Prominent cytoplasmic FASN expression in differentiated OLs (CC1+; examples indicated by arrowheads) in CT, but not in cMU. Nuclear marker: DAPI. Scale bars: 20 μm. CT* =* control, cMU = conditional mutant, GM = gray matter, WM = white matter.

**Figure 1—figure supplement 1.**
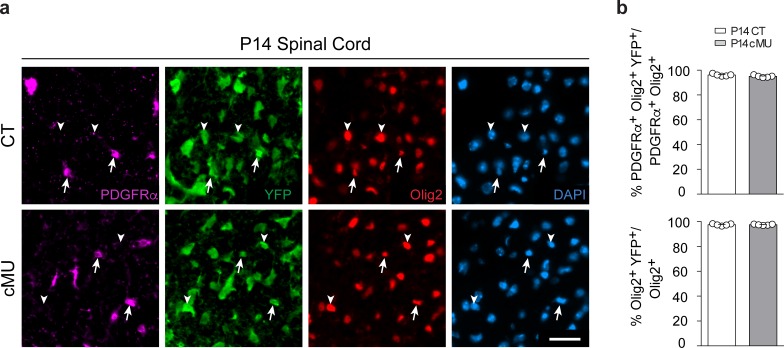
Recombination efficiency in spinal cord white matter. (**a**) Representative immunostaining of cross-sectioned thoracic spinal cord white matter from P14 CT and cMU mice, *n* = 5 mice for each, CT and cMU. Cre-dependent expression of the reporter R*osa26-loxPstoploxP-YFP* allele is detectable in oligodendrocyte lineage cells (Olig2+, examples indicated by arrowheads), including OPCs (PDGFRα+ Olig2+, examples indicated by arrows). Nuclear marker: DAPI. Scale bar: 25 μm, applying to the entire panel. (**b**) Corresponding graphs to (**a**) with quantification of percentage of recombined OPCs (PDGFRα+ Olig2+ YFP+) over total OPCs (PDGFRα+ Olig2+), and quantification of percentage of recombined oligodendrocyte lineage cells (Olig2+ YFP+) over total oligodendrocyte lineage cells (Olig2+). Data points represent *n* = 5 mice for each, CT and cMU; both dorsal and ventral white matter of 3 spinal cord hemi-sections were quantified per animal, with at least 43 PDGFRα+ YFP+ and at least 255 Olig2+ YFP+ cells quantified per hemi-section (unpaired two-tailed two sample Student’s t-test; for recombination frequency of OPCs: cMU vs. CT, p=0.0967, *t* = 1.881; for recombination frequency of oligodendrocyte lineage cells: cMU vs. CT, p=0.9943, *t* = 0.0074. Bars represent mean ±SEM. CT* =* control, cMU = conditional mutant.

**Figure 1—figure supplement 2.**
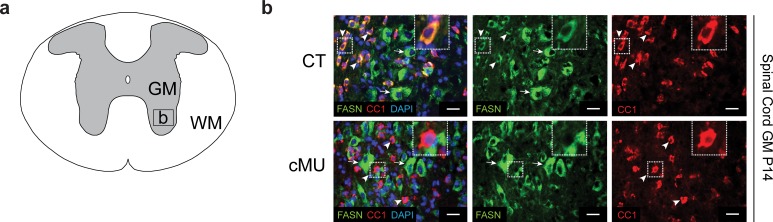
FASN expression in gray matter oligodendrocytes of CT but not in cMU mice. (**a**) Schematic of the thoracic spinal cord. Square insert ‘b’: Gray *matter* (GM) area where subsequent immunostaining images were acquired. WM = white matter. (**b**) Representative immunostaining of cross-sectioned thoracic spinal cord from P14 CT and cMU mice, *n* = 3 mice examined for each, CT and cMU. Prominent cytoplasmic FASN expression in differentiated OLs (CC1+; examples indicated by arrowheads) in CT, but not in cMU. FASN is present in CC1- motoneurons (identified by their characteristic large size) in the ventral horn of the spinal cord GM in CT mice and also retained in cMUs (examples indicated by arrows). Nuclear marker: DAPI. Scale bars: 20 μm. CT = control, cMU = conditional mutant, GM = gray Matter, WM = white matter.

### FASN is dispensable for proliferation and differentiation along the oligodendrocyte lineage

Before OLs reach the myelinating stage, their progenitors (OPCs) need to proliferate, differentiate and mature. In some proliferating cells such as in cancer and neuronal progenitors, FASN activity is required to support increased metabolic demands (Currie et al., 2013; Knobloch et al., 2013). Thus, we analyzed OL proliferation by EdU incorporation but found no detectable differences between mutants and controls at both P4 and P10 (Figure 2a,b). Next, we addressed whether lack of FASN may affect differentiation along the OL lineage during development. Initial immunohistochemical analyses revealed marginal (if any) FASN expression in white matter OPCs (PDGFRα+ cells) of the P14 spinal cord (Figure 2—figure supplement 1a), compared to high levels in differentiated OLs (CC1+ cells) (Figure 2—figure supplement 1a). Further comparative analyses of mutant and control mice yielded no significant differences in the percentages of OPCs (PDGFRα+ Olig2+) (Figure 2—figure supplement 1b,c), total OL lineage cells (Olig2+) (Figure 2c,d and e) and differentiated OLs (CC1+ Olig2+) (Figure 2c,d and e) in spinal cord white matter at P4, P10 and P14. Taken together, these data indicate that FASN is not required for correct proliferation and differentiation of the OL lineage to CC1+ cells during postnatal development.

**Figure 2.**
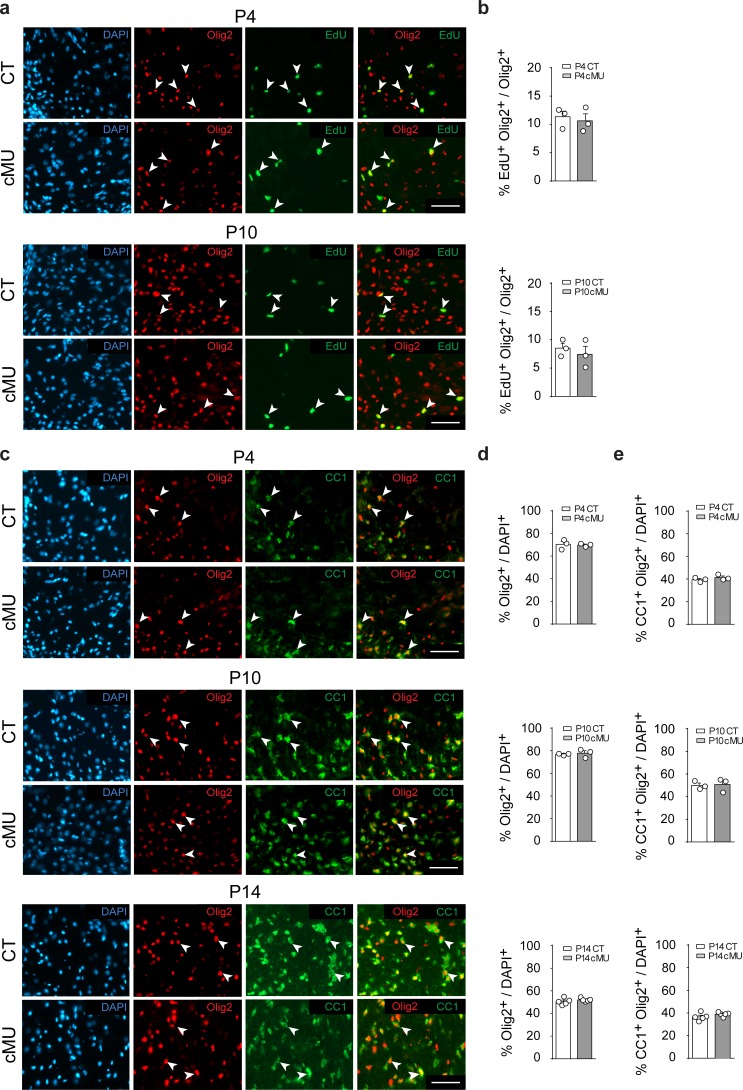
De novo fatty acid synthesis is not required to achieve correct numbers of oligodendrocyte lineage cells during development. (**a**) Representative immunostaining of ventral white matter in cross-sectioned spinal cords of P4 and P10 mice identifying proliferating (EdU+) OLs (Olig2+; examples indicated by arrowheads), *n* = 3 mice for each, CT and cMU. Nuclear marker: DAPI. Scale bar: 50 μm, applying to entire panel. (**b**) Corresponding graphs to (**a**) with quantification of percentage of proliferating OLs (EdU+ Olig2+) over total number of OLs (Olig2+) in spinal cord white matter of CT and cMU mice at P4 and P10. Data points represent *n* = 3 mice for each, CT and cMU; random fields of both dorsal and ventral white matter of 4 sections quantified per animal, with at least 83 Olig2+ cells quantified per section (unpaired two-tailed two sample Student’s t-test; at P4: cMU vs. CT, p*=*0.6876, *t =* 0.4326; P10: cMU vs. CT, p*=*0.5448, *t =* 0.6608). (**c**) Representative immunostaining of ventral white matter in cross-sectioned spinal cords from P4, P10, and P14 mice identifying differentiated OLs (CC1+; examples indicated by arrowheads), OLs (Olig2+) and total number of cells (DAPI+), *n* = 3 mice for each, CT and cMU at P4 and P10, *n* = 5 mice for each, CT and cMU at P14. Nuclear marker: DAPI. Scale bar: 50 μm, applying to entire panel. (**d, e**) Corresponding graphs to (**c**) with quantification of percentage of total OLs (Olig2+) (**d**) and differentiated OLs (CC1+ Olig2+) (**e**) over total number of cells (DAPI+), in the spinal cord white matter of CT and cMU mice at P4, P10 and P14. Data points represent *n* = 3 mice for each, CT and cMU at P4 and P10, and *n* = 5 mice for each, CT and cMU at P14. Random fields of both dorsal and ventral white matter of at least 3 sections quantified per animal, with at least 83 Olig2+ cells quantified per section (unpaired two-tailed two sample Student’s t-test; % Olig2+/DAPI+ at P4: cMU vs. CT, p*=*0.8280, *t =* 0.2319; at P10: cMU vs. CT, p*=*0.6694, *t =* 0.46; at P14: cMU vs. CT, p*=*0.3340, *t =* 1.028; % CC1+ Olig2+ / DAPI+ at P4: cMU vs. CT, p*=*0.3405, *t =* 1.081; at P10: cMU vs. CT, p*=*0.8490, *t =* 0.2031; at P14: cMU vs. CT, p*=*0.2061, *t =* 1.376). Bars represent mean ±SEM. CT* =* control, cMU = conditional mutant.

**Figure 2—figure supplement 1.**
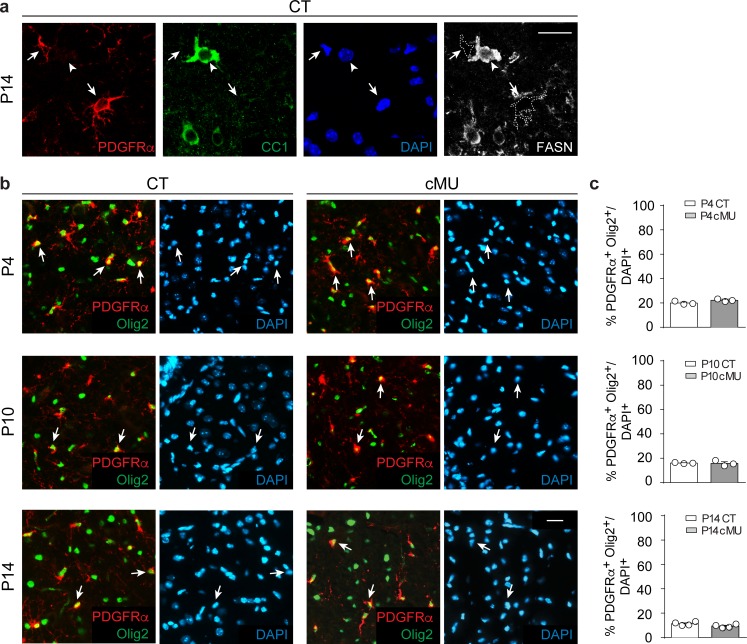
FASN expression in oligodendrocyte progenitors is marginal and dispensable for their early maintenance. (**a**) Representative immunostaining of ventral white matter in cross-sections of lumbar spinal cords from P14 CT mice depicting marginal (if any) FASN expression in OPCs (PDGFRα+; examples indicated by arrows and outlining) compared to comparatively high expression in differentiated OLs (CC1+; example indicated by arrowhead). *n* = 3 examined CT mice. Scale bar: 20 μm, applying to entire panel. (**b**) Representative immunostainings of ventral white matter in cross-sectioned lumbar spinal cords from P4, P10 and P14 CT and cMU mice, *n* = 3 mice for each, CT and cMU, at P4 and P10, and *n* = 4 mice for each, CT and cMU, at P14. Images identify OPCs (PDGFRα+ Olig2+, arrows). Nuclear marker: DAPI. Scale bar: 20 μm, applying to entire panel. (**c**) Corresponding graphs to (**b**) with quantification of percentage of OPCs (PDGFRα+ Olig2+) over total number of cells (DAPI+) in the spinal cord white matter of CT and cMU mice at P4, P10 and P14. Data points represent *n* = 3 mice for each, CT and cMU, at P4 and P10, and *n* = 4 mice for each, CT and cMU, at P14. Random fields of both dorsal and ventral white matter in at least 3 sections quantified per animal, with at least 121 PDGFRα+ Olig2+ cells quantified per section (unpaired two-tailed two sample Student’s t-test; at P4: cMU vs. CT, p=0.0903, *t* = 2.223; at P10: cMU vs. CT, p=0.8527, *t* = 0.198; at P14: cMU vs. CT, p=0.1030, *t* = 1.922). Bars represent mean ±SEM. CT = control, cMU = conditional mutant.

### De novo fatty acid synthesis is critical for accurate CNS myelination, including radial myelin growth

Based on the observed high levels of FASN expression in differentiated (CC1+) OLs, we addressed next whether these cells rely on endogenous FA synthesis to myelinate. Thus, we performed EM ultrastructural morphological analysis of the ventral spinal cord white matter from control and mutant mice at P14 (Figure 3). We found that mutant mice exhibited more axons not encased by myelin compared to controls (69.57 ± 3.75% in mutants vs. 53.56 ± 2.37% in controls) (Figure 3a,b). Moreover, g-ratio analysis (i.e. ratio of axon to fiber (axon + myelin) diameter) revealed that mutant myelinated axons had overall thinner myelin compared to controls (Figure 3c). These data were confirmed by analysis of the correlation of g-ratio and fiber diameter with axon diameter (Figure 3d,e). To understand whether lack of FASN resulted in persistently reduced myelination of axons, we compared the ultrastructural morphology of white matter of the ventral spinal cord of mutant versus control mice at P180. Although myelination progressed in both cases, a higher percentage of not-yet myelinated axons persisted in the spinal cord white matter of mutant mice (15.21 ± 2.92% in mutants vs. 6.59 ± 1.01% in controls) (Figure 3g). In addition, marked hypomyelination of mutant axons also persisted (Figure 3f, arrows), confirmed by g-ratio analysis (Figure 3h,i and j). We conclude that endogenous FA synthesis in OLs is critical for accurate myelination in the spinal cord, including efficient myelin growth. Our findings may reflect that lack of endogenous FA synthesis limits total myelin production of each mutant OL and/or the number of myelin sheaths that can be generated. Other contributing factors to the mutant OL phenotype might include altered timing in the onset of individual myelin sheath formation.

**Figure 3.**
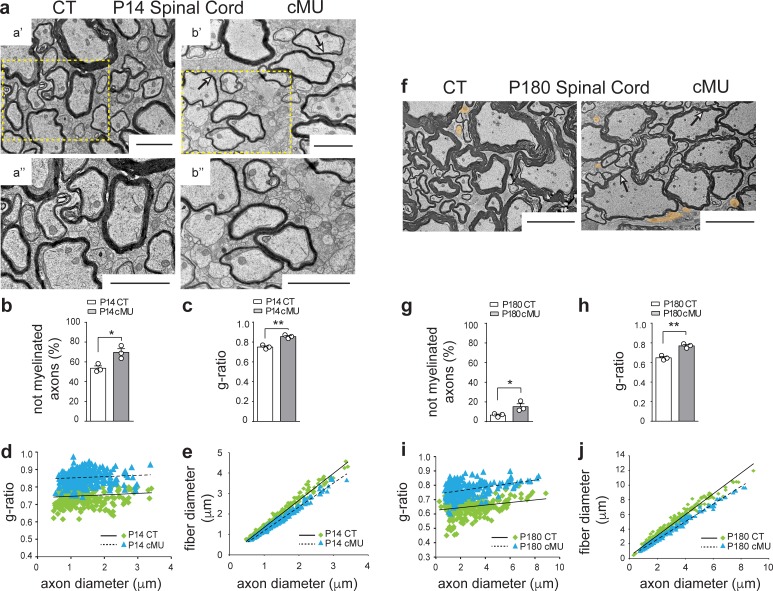
De novo fatty acid synthesis by oligodendrocytes is essential to achieve accurate myelination in the spinal cord. (**a**) Representative EM images of P14 control (CT, **a’ and a’’**) and conditional mutant (cMU, **b’ and b’’**) white matter from the ventral funiculi of lumbar spinal cords. cMUs show more naked axons, not-yet enwrapped by myelin, when compared to CTs. cMUs also display thinner myelin (examples indicated by arrows). Scale bars: 2 μm. (**b**) Corresponding graph with quantification of percentage of not myelinated axons at P14. Data points represent *n* = 3 mice for each, CT and cMU, with at least 590 axons quantified per animal in random fields selected in the same anatomical area (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT, p*=*0.0225, *t =* 3.614), *p<0.05. (**c**) Overall hypomyelination at P14 in cMU as shown by g-ratio analysis. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT, p*=*0.0025, *t =* 6.731), **p<0.01. (**d, e**) Linear correlation of g-ratio versus axon diameter (**d**) and of fiber diameter versus axon diameter (**e**), in the ventral white matter spinal cord of cMU compared to CT at P14. 100 myelinated axons per mouse analyzed in random fields selected in the same anatomical area, *n* = 3 mice for each, CT and cMU. (**f**) Representative EM images of P180 CT and cMU white matter from ventral funiculi of lumbar spinal cords. cMUs show more naked axons (false colored in orange) compared to CTs. cMU axons are encased by thinner myelin (examples indicated by arrows) compared to CTs. Scale bars: 5 μm. (**g**) Corresponding graph with quantification of percentage of not myelinated axons at P180. Data points represent *n* = 3 mice for each, CT and cMU, with at least 220 axons quantified per animal, in random fields selected in the same anatomical area (unpaired two-tailed two sample Student’s t-test; at P180: cMU vs. CT, p*=*0.0493, *t =* 2.791), *p<0.05. (**h**) Overall hypomyelination at P180 in cMU compared to CT, as shown by g-ratio analysis. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P180: cMU vs. CT, p*=*0.0027, *t =* 6.651), **p<0.01. (**i, j**) Linear correlation of g-ratio versus axon diameter (**i**) and of fiber diameter versus axon diameter (**j**), in the ventral white matter spinal cord of cMU compared to CT at P180. At least 65 myelinated axons per mouse analyzed in random fields selected in the same anatomical area, *n* = 3 mice for each, CT and cMU. Bars represent mean ±SEM. CT* =* control, cMU = conditional mutant.

**Figure 3—figure supplement 1.**
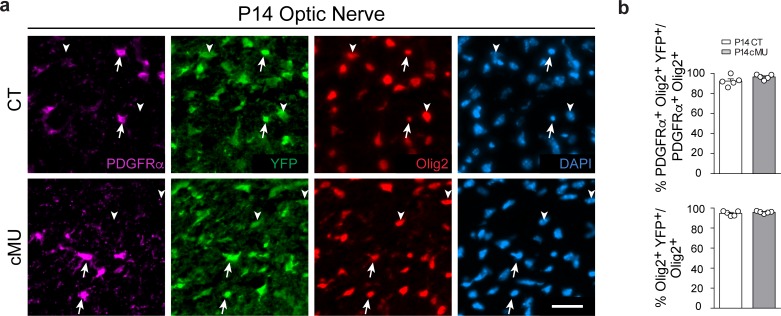
Recombination efficiency in the optic nerve. (**a**) Representative immunostaining of cross-sectioned optic nerves from P14 CT and cMU mice, *n* = 5 mice for each, CT and cMU. Cre-dependent expression of the reporter *Rosa26-loxPstoploxP-YFP* allele is detectable in oligodendrocyte lineage cells (Olig2+, examples indicated by arrowheads), including OPCs (PDGFRα+ and Olig2+, examples indicated by arrows). Nuclear marker: DAPI. Scale bar: 25 μm, applying to entire panel. (**b**) Corresponding graphs to (**a**) with quantification of percentage of recombined OPCs (PDGFRα+ Olig2+ YFP+) over total OPCs (PDGFRα+ Olig2+), and quantification of percentage of recombined oligodendrocyte lineage cells (Olig2+ YFP+) over total oligodendrocyte lineage cells (Olig2+). Data points represent *n* = 5 mice for each, CT and cMU; whole surface of 3 optic nerve sections were quantified per animal, with at least 19 PDGFRα+ YFP+ and at least 80 Olig2+ YFP+ cells quantified per section (unpaired two-tailed two sample Student’s t-test; for recombination frequency of OPCs: cMU vs. CT, p=0.1394, *t* = 1.641; for recombination frequency of oligodendrocyte lineage cells: cMU vs. CT, p=0.3650, *t* = 0.9603. Bars represent mean ±SEM. CT* =* control, cMU = conditional mutant.

**Figure 3—figure supplement 2.**
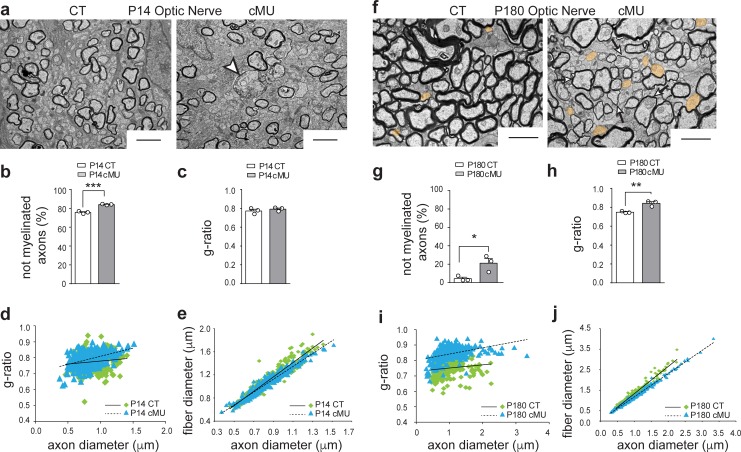
De novo fatty acid synthesis by oligodendrocytes is essential to achieve accurate myelination of the optic nerve. (**a**) Representative EM images of optic nerves from P14 control (CT) and conditional mutant (cMU) mice. Note the increased number of axons not-yet enwrapped by myelin in cMUs when compared to CTs. cMUs also display aberrant myelinated-axon profiles (example indicated by arrowhead). Scale bars: 2 μm. (**b**) Corresponding graph with quantification of the percentage of not myelinated axons at P14. Data points represent *n* = 3 mice for each, CT and cMU, with at least 4500 axons quantified per animal in random fields selected in the same anatomical area (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT, p=0.0006, *t* = 9.999), ***p<0.001. (**c**) g-ratio analysis. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT, p=0.4162, *t* = 0.906). (**d, e**) Linear correlation of g-ratio versus axon diameter (**d**) and of fiber diameter versus axon diameter (**e**) in optic nerves of cMU compared to CT at P14. 100 myelinated axons per mouse analyzed in random fields selected in the same anatomical area, *n* = 3 mice for each, CT and cMU. (**f**) Representative EM images of optic nerves from P180 CT and cMU mice. cMUs show more axons not-yet enwrapped by myelin (examples false colored in orange) when compared to CTs. cMU axons are also covered by thinner myelin (examples indicated by arrows) compared to CTs. Scale bars: 2 μm. (**g**) Corresponding graph with quantification of percentage of not myelinated axons at P180. Data points represent *n* = 3 mice for each, CT and cMU, with at least 1500 axons quantified per animal, in random fields selected in the same anatomical area (unpaired two-tailed two sample Student’s t-test; at P180: cMU vs. CT, p=0.0345, *t* = 3.15), *p<0.05. (**h**) Overall hypomyelination in cMU compared to CT at P180, as shown by g-ratio analysis. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P180: cMU vs. CT, p=0.0062, *t* = 5.269), **p<0.01. (**i, j**) Linear correlation of g-ratio versus axon diameter (**i**) and of fiber diameter versus axon diameter (**j**), in optic nerves of cMU compared to CT at P180. 100 myelinated axons per mouse analyzed, in random fields selected in the same anatomical area, *n* = 3 mice for each, CT and cMU. Bars represent mean ±SEM. CT = control, cMU = conditional mutant.

**Figure 3—figure supplement 3.**
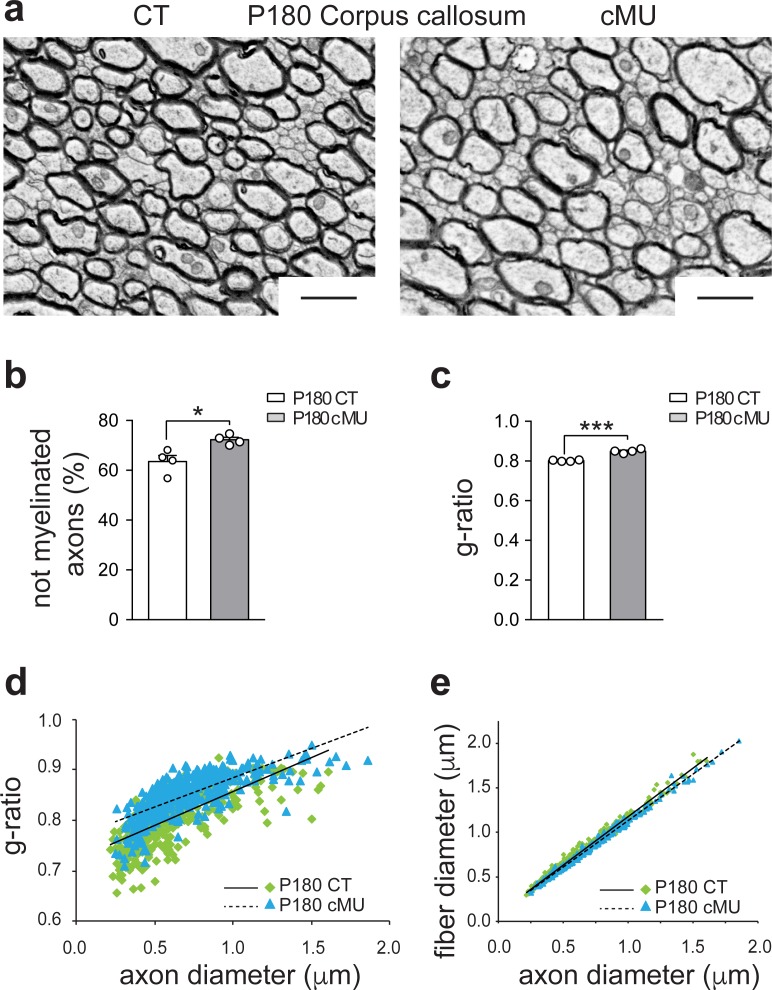
De novo fatty acid synthesis by oligodendrocytes is essential to achieve accurate myelination of the corpus callosum. (**a**) Representative EM images of corpus callosum from P180 CT and cMU mice. cMUs show slightly more axons not-yet enwrapped by myelin compared to CTs. cMU axons are also covered by thinner myelin compared to CTs. Scale bars: 1 μm (**b**) Corresponding graph with quantification of the percentage of not myelinated axons at P180. Data points represent *n* = 4 mice for each, CT and cMU, with at least 2243 axons quantified per animal in random fields selected in the same anatomical area (unpaired two-tailed two sample Student’s t-test; cMU vs. CT, p=0.0152, *t* = 3.362), *p<0.05. Bars represent mean ±SEM. (**c**) g-ratio analysis. Data points represent *n* = 4 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; cMU vs. CT, p<0.0001, *t* = 8.841), ***p<0.001. Bars represent mean ±SEM. (**d, e**) Linear correlation of g-ratio versus axon diameter (**d**) and of fiber diameter versus axon diameter (**e**) in corpus callosum of cMU compared to CT at P180. At least 100 myelinated axons per mouse analyzed in random fields selected in the same anatomical area, *n* = 4 mice for each, CT and cMU. CT* =* control, cMU = conditional mutant.

To examine whether anatomically differently located OLs are similarly dependent on endogenous FA synthesis, we extended our study to the optic nerve. As observed in the spinal cord, high recombination efficiency in OL lineage cells was also found in this structure (Figure 3—figure supplement 1a,b). In line with our findings in the spinal cord, P14 optic nerves of mutant mice displayed a higher percentage of axons not-yet encased by myelin compared to controls (84.08 ± 0.33% in mutants vs. 75.68 ± 0.77% in controls) (Figure 3—figure supplement 2a,b). Although the onset of myelination progressed in both mutants and controls, also P180 mutant optic nerves retained more axons not encased by myelin (21.16 ± 5.1% in mutants vs. 4.29 ± 1.6% in controls) (Figure 3—figure supplement 2f, false colored, and g). Overall, no significant hypomyelination was detectable in optic nerves of mutant mice in early development (P14) (Figure 3—figure supplement 2c,d and e). Analysis of P180 optic nerves revealed, however, that mutant OLs failed to support ongoing myelin growth accurately, resulting in pronounced hypomyelination in adulthood (Figure 3—figure supplement 2f). This observation was confirmed by overall g-ratio quantification (Figure 3—figure supplement 2h) and correlation analyses of g-ratio and fiber diameter versus axon diameter (Figure 3—figure supplement 2i,j). We conclude that FASN activity in OLs is required for accurate myelination also in the optic nerve, albeit with subtle differences to the spinal cord.

Since the corpus callosum is often explored in myelin research, we examined also this brain region in the adult. Similar to our findings in the spinal cord and in the optic nerve, an increased fraction of axons that were not enwrapped by myelin was detected in the corpus callosum of P180 mutant mice (72.27 ± 0.98% in mutants vs. 63.53 ± 2.41% in controls) (Figure 3—figure supplement 3a,b). In addition, myelinated axons displayed relatively thinner myelin in mutants, as indicated by the higher g-ratio values compared to controls (Figure 3—figure supplement 3a,c) and confirmed by scatter plots of g-ratio and fiber diameter versus axonal diameter (Figure 3—figure supplement 3d,e).

Taken together, our studies of different CNS regions revealed that endogenous FA synthesis by OLs is required for correct myelination in various areas. More detailed comparisons require further investigations, including complementary approaches to alleviate technical limitations. Such examinations may well uncover more subtle variations between these regions, possibly relating to the physiological context of each environment, including local differences in astrocyte coupling, or potential intrinsic differences between oligodendrocyte lineage cells (Dimou and Simons, 2017; Marques et al., 2016).

### De novo fatty acid synthesis contributes to the stability of myelinated axons and correct CNS myelin lipid composition

A further characteristic feature in spinal cord tissue of P14 mutant mice were some aberrant vacuolated myelin-axon profiles (Figure 4a), confirmed by quantification (3.81 ± 0.15% in mutants vs. 0.25 ± 0.08% in controls) (Figure 4b). These structures resembled those observed in the PNS when Schwann cells lack FASN (Montani et al., 2018). Irregular myelin (Figure 4a, arrowheads) was often surrounding axons which appeared compressed (Figure 4a, asterisks). Similarly, examination of optic nerves revealed a comparable increase in anomalous myelin-axon profiles in mutant mice (5.41 ± 1.0% in mutants vs. 0.75 ± 0.19% in controls) (Figure 4—figure supplement 1a,b).

**Figure 4.**
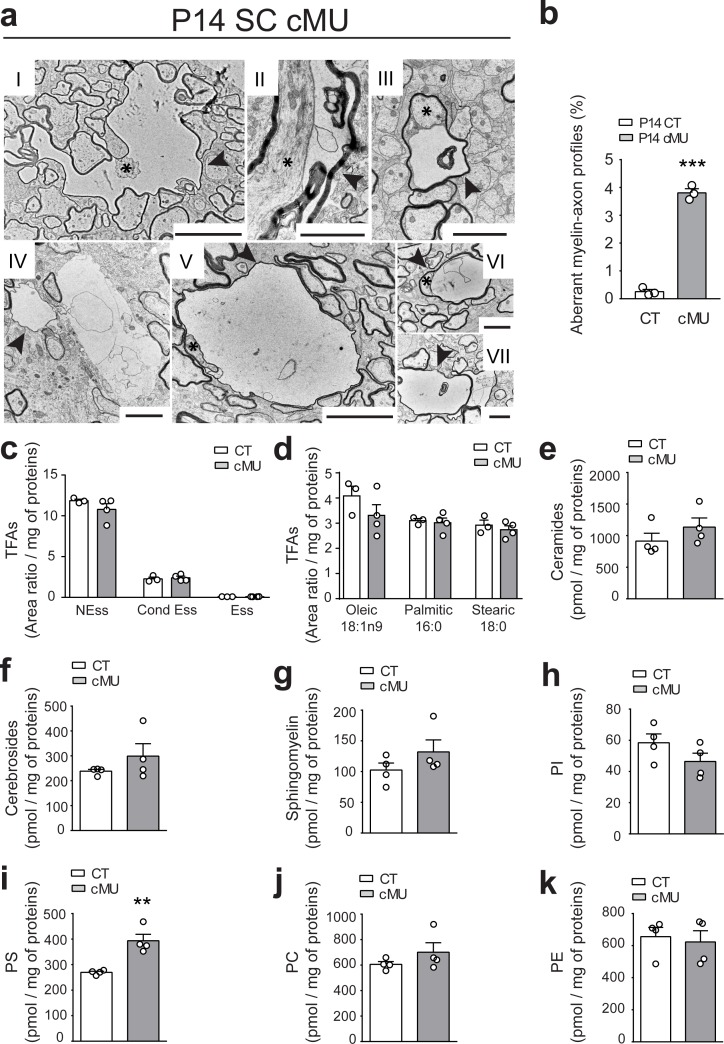
De novo fatty acid synthesis by oligodendrocytes is required to maintain structural stability of myelinated axons. (**a**) Exemplary EM images of aberrant myelin-axon profiles showing vacuolation (examples indicated by arrowheads) in the ventral white matter of spinal cords of P14 cMUs. Where identifiable, axons associated with aberrant structures are indicated by asterisks. Scale bars: I = 5 µm, II = 2 µm, III = 2 µm, IV = 2 µm, V = 5 µm, VI = 2 µm, VII = 2 µm. (**b**) Corresponding graph with quantification of the percentage of aberrant myelin-axon profiles. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT p<0.0001, *t =* 21.16), ***p<0.001. At least 8300 axons per mouse analyzed in random fields selected in the same anatomical area. (**c**) Total FA composition of myelin purified from spinal cords of P60 CT and cMU mice, divided in non-essential FAs (NEss), conditional-essential FAs (Cond Ess) and essential FAs (Ess). Data points represent *n* = 3 mice for CT and *n* = 4 mice for cMU (unpaired two-tailed two sample Student’s t-test; NEss: cMU vs. CT, p*=*0.2609, *t =* 1.267; Cond Ess: cMU vs. CT, p*=*0.6625, *t =* 0.4635; Ess: cMU vs. CT, p*=*0.4435, *t =* 0.8317). (**d**) Quantification of the most abundant FAs found in myelin purified from spinal cords of CT and cMU mice. Data points represent *n* = 3 mice for CT and *n* = 4 mice for cMU (unpaired two-tailed two sample Student’s t-test; Oleic: cMU vs. CT, p*=*0.2525, *t =* 1.293; Palmitic: cMU vs. CT, p*=*0.7377, *t =* 0.3542; Stearic: cMU vs. CT, p*=*0.4966, *t =* 0.7328). (**e, f, g**) Content of ceramides (**e**), cerebrosides (**f**) and sphingomyelin (**g**) in myelin isolated from spinal cords of cMU compared to CT mice. Data points represent *n* = 4 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; ceramides: cMU vs. CT, p*=*0.2822, *t =* 1.181; cerebrosides: cMU vs. CT, p*=*0.2722, *t =* 1.209; sphingomyelin: cMU vs. CT, p*=*0.2310, *t =* 1.333). (**h, i, j, k**) Total content of phosphatidylinositols (PI), phosphatidylserines (PS), phosphatidylcholines (PC) and phosphatidylethanolamines (PE) in myelin isolated from spinal cords of CT and cMU mice. Data points represent *n* = 4 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; PI: cMU vs. CT, p*=*0.1765, *t =* 1.532; PS: cMU vs. CT, p*=*0.0031, *t =* 4.784; PC: cMU vs. CT, p*=*0.2698, *t =* 1.216; PE: cMU vs. CT, p*=*0.7236, *t =* 0.3706), **p<0.01. Bars represent mean ±SEM. CT* =* control, cMU = conditional mutant.

**Figure 4—figure supplement 1.**
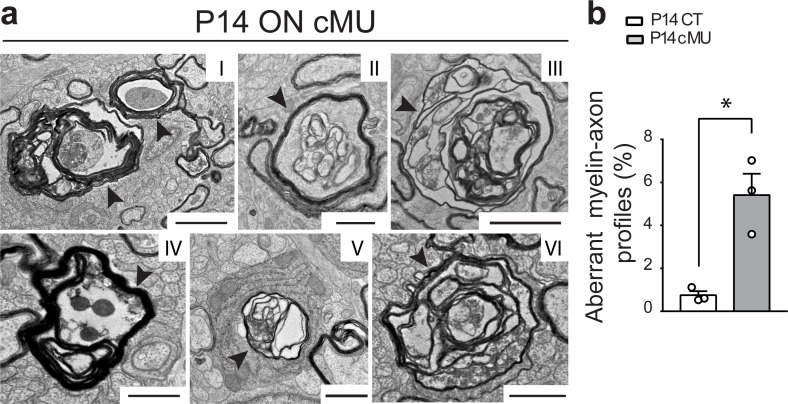
De novo fatty acid synthesis by oligodendrocytes supports structural stability of myelinated axons in the optic nerve. (**a**) EM images of aberrant myelinated axon profiles (examples indicated by arrowheads) in the optic nerve of P14 cMU mice. Scale bars: I = 2 µm, II = 1 µm, III = 2 µm, IV = 1 µm, V = 1 µm, VI = 1 µm. (**b**) Corresponding graph with quantification of percentage of aberrant myelin-axon profiles. Data points represent *n* = 3 mice for each, CT and cMU (unpaired two-tailed two sample Student’s t-test; at P14: cMU vs. CT, p=0.0101, *t* = 4.595), *p<0.05. At least 3600 axons per mouse analyzed, in random fields selected in the same anatomical area. Bars represent mean ±SEM. CT = control, cMU = conditional mutant.

**Figure 4—figure supplement 2.**
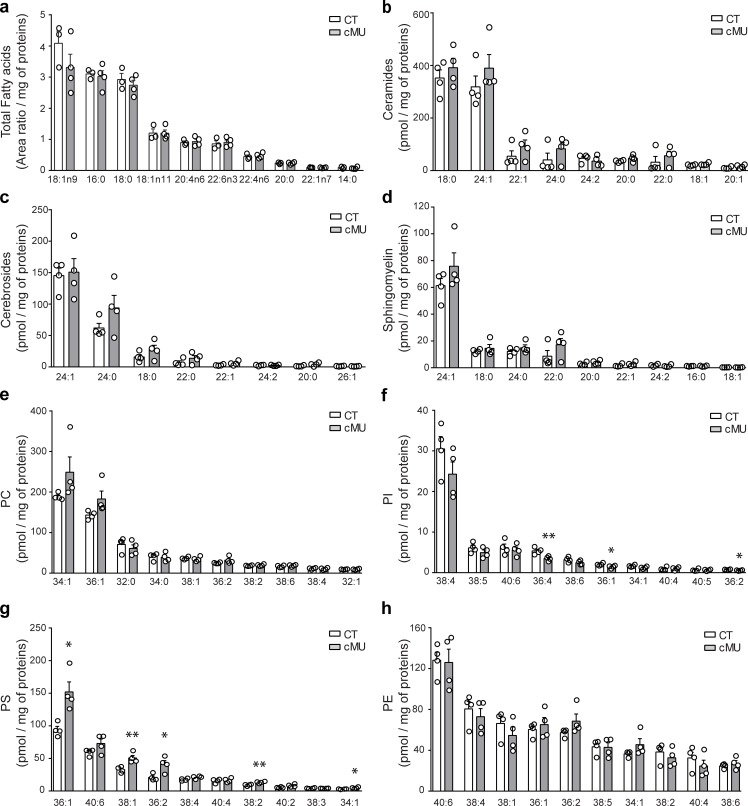
Lipid profiles of spinal cord myelin of adult control and FASN mutant mice. Lipids extracted from myelin isolated from spinal cords of control (CT) and mutant (cMU) mice were identified and quantified by liquid chromatography-mass spectrometry. Individual species of 10 highest total FAs (**a**), all identified ceramides (**b**), cerebrosides (**c**), and sphingomyelin (**d**), 10 highest phosphatidylcholines (PC) (**e**), phosphatidylinositols (PI) (**f**), phosphatidylserines (PS) (**g**), and phosphatidylethanolamines (PE) (**h**) are shown. Lipid amounts were normalized to total protein content of samples. Significance was calculated compared to controls. Data points represent *n* = 3 mice for CT and *n* = 4 mice for cMU for analysis of total FAs, and *n* = 4 mice for each, CT and cMU for all other lipid analysis (unpaired two-tailed two sample Student’s t-test; Total Fatty Acids: 18:1n9, p=0.2525, *t* = 1.293; 16:0, p=0.7377, *t* = 0.3542; 18:0, p=0.4966, *t* = 0.7328; 18:1n11, p=0.9865, *t* = 0.01774; 20:4n6, p=0.7340, *t* = 0.3593; 22:6n3, p=0.6994, *t* = 0.4091; 22:4n6, p=0.6471, *t* = 0.4866; 20:0, p=0.9834, *t* = 0.02188; 22:1n7, p=0.4538, *t* = 0.8119; 14:0, p=0.5017, *t* = 0.7237; Ceramides: 18:0, p=0.4388, *t* = 0.8291; 24:1, p=0.3224, *t* = 1.078; 22:1, p=0.2792, *t* = 1.189; 24:0, p=0.2705, *t* = 1.214; 24:2, p=0.4223, *t* = 0.8609; 20:0, p=0.1532, *t* = 1.635; 22:0, p=0.4065, *t* = 0.8925; 18:1, p=0.2146, *t* = 1.387; 20:1, p=0.1721, *t* = 1.55; Cerebrosides: 24:1, p=0.8276, *t* = 0.2274; 24:0, p=0.1838, *t* = 1.502; 18:0, p=0.2138, *t* = 1.39; 22:0, p=0.2293, *t* = 1.338; 22:1, p=0.1417, *t* = 1.691; 24:2, p=0.9312, *t* = 0.0899; 20:0, p=0.1270, *t* = 1.771; 26:1, p=0.3540, *t* = 1.004; Sphingomyelin: 24:1, p=0.2507, *t* = 1.271; 18:0, p=0.4947, *t* = 0.7268; 24:0, p=0.3124, *t* = 1.103; 22:0, p=0.2253, *t* = 1.352; 20:0, p=0.2421, *t* = 1.298; 22:1, p=0.2618, *t* = 1.239; 24:2, p=0.4736, *t* = 0.7643; 16:0, p=0.9749, *t* = 0.03276; 18:1, p=0.8476, *t* = 0.2007; PC: 34:1, p=0.1620, *t* = 1.594; 36:1, p=0.0993, *t* = 1.948; 32:0, p=0.4570, *t* = 0.7948; 34:0, p=0.8025, *t* = 0.2614; 38:1, p=0.5828, *t* = 0.5803; 36:2, p=0.1624, *t* = 1.593; 38:2, p=0.4233, *t* = 0.8591; 38:6, p=0.3106, *t* = 1.107; 38:4, p=0.7018, *t* = 0.4018; 32:1, p=0.7399, *t* = 0.3478; PI: 38:4, p=0.1932, *t* = 1.465; 38:5, p=0.2254, *t* = 1.351; 40:6, p=0.6283, *t* = 0.5099; 36:4, p=0.0097, *t* = 3.73; 38:6, p=0.1153, *t* = 1.84; 36:1, p=0.0445, *t* = 2.534; 34:1, p=0.0715, *t* = 2.186; 40:4, p=0.8491, *t* = 0.1986; 40:5, p=0.9242, *t* = 0.09923; 36:2, p=0.0351, *t* = 2.711; PS: 36:1, p=0.0113, *t* = 3.602; 40:6, p=0.1262, *t* = 1.775; 38:1: p=0.0075, *t* = 3.949; 36:2, p=0.0193, *t* = 3.173; 38:4, p=0.0631, *t* = 2.277; 40:4, p=0.6789, *t* = 0.4349; 38:2, p=0.0065, *t* = 4.075; 40:2, p=0.0544, *t* = 2.385; 38:3, p=0.7193, *t* = 0.3768; 34:1, p=0.0276, *t* = 2.893; PE: 40:6, p=0.8894, *t* = 0.1451; 38:4, p=0.5126, *t* = 0.6958; 38:1, p=0.2972, *t* = 1.141; 36:1, p=0.5587, *t* = 0.619; 36:2, p=0.1676, *t* = 1.57; 38:5, p=0.9192, *t* = 0.1058; 34:1, p=0.1794, *t* = 1.52; 38:2, p=0.4110, *t* = 0.8834; 40:4, p=0.3597, *t* = 0.9915; 38:6, p=0.4677, *t* = 0.7751), *p<0.05, **p<0.01. Bars represent mean ±SEM. CT = control, cMU = conditional mutant.

Since FAs are key structural components of cellular membranes, we investigated the lipid composition of myelin in mutant mice that lack FA synthesis in OLs compared to controls. To this end, we quantified FAs and FA-derived lipid classes in myelin purified from spinal cords of P60 mice. No significant alterations were detectable in essential (diet-derived), conditional-essential (derived from essential) and non-essential FAs (Figure 4c, Figure 4—figure supplement 2a) of mutants. Furthermore, we found no difference in the content of palmitate, the direct product of FASN enzymatic activity in mutant vs. control myelin (Figure 4d). Myelin from spinal cords of mutant mice contained also similar amounts of ceramides (Figure 4e, Figure 4—figure supplement 2b), cerebrosides (Figure 4f, Figure 4—figure supplement 2c), and sphingomyelin (Figure 4g, Figure 4—figure supplement 2d) compared to controls. Besides some minor alterations (Figure 4—figure supplement 2), strikingly elevated total levels of phosphatidylserines were found in mutants compared to controls (393.5 ± 25.53 in mutants vs. 269.6 ± 4.38 in controls, pmol/mg of proteins) (Figure 4i, Figure 4—figure supplement 2g). We conclude that lack of endogenous FA synthesis in OLs has a modest influence on the resulting lipid composition of myelin.

### Transcriptome analysis of optic nerves of *Fasn* mutant mice reveals oligodendrocyte defects in late stages of maturation, including myelination

Our results obtained so far indicated that FASN is critical for timely onset of OLs myelination and subsequent radial growth of CNS myelin, but does not play a major role in OL lineage progression based on expression of Olig2, PDGFRα, and CC1 as analytic markers. It is well known, however, that aside from being building blocks for different lipid species, FAs play other key roles such as a source of energy by oxidation (Lodhi and Semenkovich, 2014), through palmitoylation of proteins (Resh, 2016; Salaun et al., 2010), and by modulating transcriptional networks (Ahmadian et al., 2013). In this context, we have previously identified activation of PPARγ as a mediator of FASN in triggering onset of PNS myelination (Montani et al., 2018). In view of these findings, molecular alterations due to lack of FASN in the OL lineage appeared likely. Given that we had not observed significant alterations in OL differentiation up to the CC1+ stage, such potential changes are predicted to reflect functions of OL-derived FASN in the transition of CC1+ OLs to the final stages of maturation up to myelination completion. We addressed this issue by comparing the optic nerve transcriptome of P14 mutant and control mice (Figure 5—source data 1). 

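Optic nerves were collected at P14 from 4 control mice (CT) and 3 mutant mice (cMU), in which Cre recombinase under the control of Olig2 regulatory elements inactivates the floxed Fasn gene in the OL lineage, and both nerves of 1 mouse made 1 sample. The optic nerve is a white matter tract in which OLs and their progenitors lie beside astrocytes, microglia, vessels and meninges, so each value is a mean over these cells. Polyadenylated RNA was sequenced in single end mode with a stranded library kit, and the authors aligned the cleaned reads to GRCm38 with STAR and quantified each gene with RSEM. For 22880 genes and each sample they deposited a normalized count and an FPKM value (fragments scaled for the length of the transcript and the size of the library), beside the fold changes and p-values of their own comparison. Low normalized counts came in steps of a constant size per sample, and dividing by that step gave the number of reads behind each value. Between 69.9% and 75.9% of the low values of a sample were whole reads by this measure, and the rest were fractions, which RSEM gives where a read fits several genes. The totals were 43335337, 39265810, 43461713 and 31313156 reads in control samples 1 to 4 (median 41300574) and 35749424, 31082512 and 27457797 reads in mutant samples 1 to 3 (median 31082512). Mbp alone took 5.39% ± 0.507 (SD, n = 4) of the reads in control samples and 3.84% ± 0.451 (SD, n = 3) in mutant samples. Fold changes were computed on log2(FPKM + 0.5), a scale that understates the change of genes with low expression. The 13866 genes with an FPKM of at least 0.5 in at least 3 samples were tested with limma-trend, with genotype as the only term and Benjamini-Hochberg adjustment.

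Fasn (ENSMUSG00000025153) lies on chromosome 11 of GRCm38 from 120805940 to 120824178 on the minus strand and encodes fatty acid synthase. Its FPKM was 210.3, 169.1, 211.1 and 228.3 in control samples 1 to 4 and 69.3, 50.5 and 49.0 in mutant samples 1 to 3. The means were 205 ± 25.1 (SD, n = 4 mice) and 56.3 ± 11.3 (SD, n = 3 mice), so that the mutant nerves held 27.5% of the control level. The log2 fold change was -1.86 (standard error 0.138, adjusted p = 0.00312 from limma-trend), and it stayed between -2.02 and -1.77 with each sample left out in turn. All mutant samples lay below all control samples, although an exact permutation test of a single gene cannot reach 0.05 with 4 mice against 3 (two-sided p = 0.0571, the smallest possible).

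**Figure D1:**
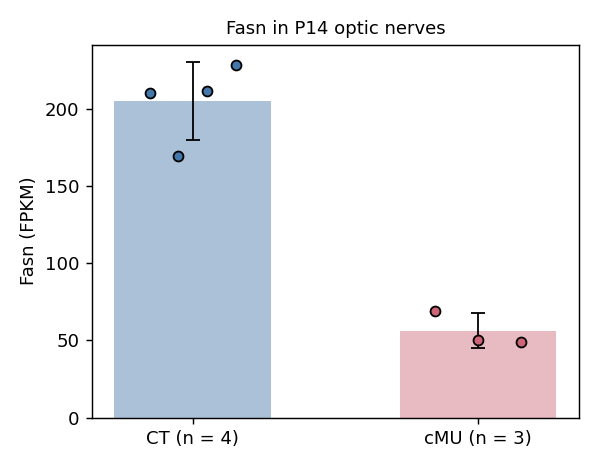
FPKM of Fasn in each P14 optic nerve sample, with 1 point per mouse, bars at the group means and lines of 1 SD for 4 CT and 3 cMU mice. The mutant samples lie between 49.0 and 69.3 FPKM, below the lowest control sample at 169.1 FPKM.

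Across all genes tested, 363 had an adjusted p under 0.05, of which 175 were higher and 188 were lower in mutant nerves. At an unadjusted p under 0.05 there were 3387 genes. In each of the 363 genes the control and mutant samples did not overlap. The same held for 2931 of the 13866 tested genes (21.1%), where chance gives 5.71%. The number of genes past the adjusted threshold rested on single samples. It was 60, 15, 6 and 117 without control sample 1, 2, 3 and 4, respectively, and 186, 907 and 6 without mutant sample 1, 2 and 3. With the sample number as a replicate block, where fold changes come from the 3 pairs and control sample 4 adds nothing to them, it was 1159 genes, 890 higher and 269 lower.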

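The deposited table lists GeneOntology processes for each gene, and 7 of the 10 processes named in Fig. 5a,b were annotated there to at least 10 tested genes. These annotations were used as they stand, whereas the Metacore gene sets were not used here. Of 299 tested genes of nervous system development, 12 were lower in mutant nerves past the adjusted threshold, with 4.05 expected from the share among all tested genes (one-sided Fisher's exact test, adjusted p = 0.0110 over 14 tests). Among 21 genes of OL differentiation there were 3, namely Cnp, Sox8 and Olig2, with 0.285 expected (adjusted p = 0.0191, Fisher's exact test). Cnp was lower in control sample 1 than in the other control samples, which lay close together. Of 38 genes of myelination there were 2, Olig2 and Gal3st1, which did not exceed chance (0.515 expected, adjusted p = 0.328, Fisher's exact test). Only the mutant mice carried Cre, under Olig2 regulatory elements, so the allele itself may have lowered Olig2. The genes of these short lists outside Fig. 5c were picked out after their values had been seen. None of the 34 genes of neuron development and none of the 16 genes of glial cell differentiation were lower past the threshold. These counts follow the number of genes called overall. For nervous system development the count ranged from 0 without control sample 3 or mutant sample 3 to 18 without mutant sample 2, for OL differentiation from 0 without control sample 1, 2 or 3 or mutant sample 1 or 3 to 5 without mutant sample 2, and for myelination from 0 without control sample 2 or 3 or mutant sample 3 to 7 without mutant sample 2. With the replicate block, 4 genes of myelination passed, which exceeded chance.

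Over all genes of a process, whether past the threshold or not, the median log2 fold change was -0.10 for myelination (adjusted p = 0.0145 from limma's camera with a preset inter-gene correlation of 0.01) and -0.10 for OL differentiation (adjusted p = 0.0122 from limma's camera). Neither process passed with fry or with an estimated correlation, and neither passed without mutant sample 1, when the medians were -0.08 and -0.10. Without control sample 1 the median of myelination was -0.0476. The median of all 299 genes of nervous system development was 0.06 (adjusted p = 0.600 from limma's camera), close to the median of 0.05 over all genes tested, and it was 0.03 without mutant sample 1 or 3.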

In line with our morphological findings, Metacore enrichment analysis revealed repression of GeneOntology Processes associated with development of the nervous system, OL differentiation, and myelination (Figure 5a,b). 

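Genes of cytoskeleton proteins, of cell-cell and ECM-cell contacts and of epigenetic and transcriptional regulation in OLs were compiled into lists by hand, since the Metacore pathway maps were not used here. For each list the mean log2(FPKM + 0.5) of a sample was taken relative to the control mean. The cytoskeleton list held 27 genes, of which 23 were lower in mutant nerves, with a median log2 fold change of -0.10 (adjusted p = 7.71e-06 from limma's camera over 17 lists). Without mutant sample 1 the median was -0.0506, still past the threshold. Single genes past the adjusted threshold were Arpc1b, which overlaps Pdap1 on the opposite strand, Wasf1 and Gsn, all lower. The mutant means of this list were between -0.17 and -0.07, below all control means (-0.03 to 0.01), among which control sample 2 was set apart as the lowest. The list of transcriptional and epigenetic regulators had 27 tested genes, 21 of them lower, with a median of -0.20 (adjusted p = 1.80e-06 from limma's camera). Its mutant means were between -0.24 and -0.16 and its control means between -0.03 and 0.06. Here Olig2, Sox8, Myt1 and Zfp488 were lower and Id2 was higher past the threshold, and control sample 1 was set apart above the other controls for Id2. Of the 27 tested genes, 5 are also transcription factors of Fig. 5c.

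The list of adhesion and extracellular matrix genes had no common direction, with 11 genes lower and 12 higher and a median of 0.03 (adjusted p = 0.0505 from limma's camera). The sign of this median turned with the scaling of the samples and without control sample 2 (-0.004), mutant sample 2 (-0.011) or mutant sample 3 (-0.0758), and it was 0.08 without control sample 1 and 0.02 without control sample 3. Its mutant means, from -0.08 to 0.01, lay within the control range of -0.14 to 0.08. The 3 genes of the list past the threshold singly were all lower. Among them, Cntn1 fell by 0.63 on the log2 scale (standard error 0.105, adjusted p = 0.0274 from limma-trend). Cadm4 fell by 0.32 (standard error 0.0695, adjusted p = 0.0486, same test) but did not pass with the replicate block. Neither passed in every fit that left out 1 sample. With fry both the cytoskeleton and the regulator list passed, and with an estimated correlation only the regulator list did.

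**Figure D2:**
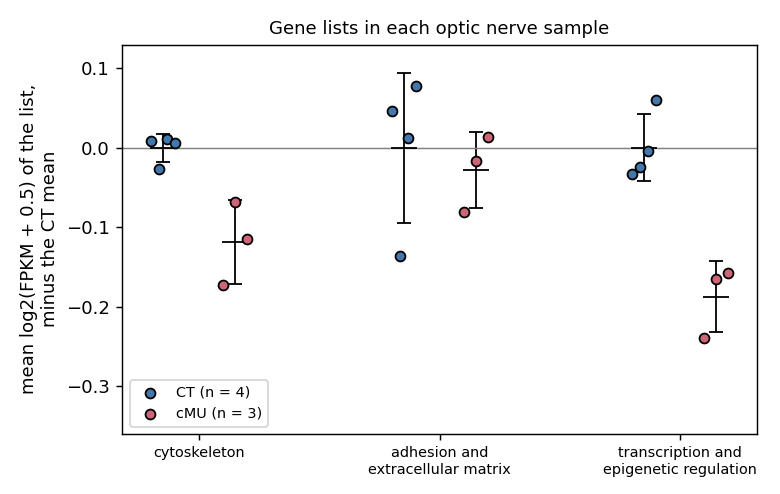
Mean log2(FPKM + 0.5) of each gene list in each P14 optic nerve sample, minus the mean of the control samples, with 1 point per mouse (4 CT, 3 cMU), a horizontal mark at the group mean and a line of 1 SD. CT and cMU samples lie apart for the cytoskeleton list and for the list of regulators, and overlap for the adhesion and extracellular matrix list.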

A more detailed Metacore Pathway analysis highlighted downregulation of known regulatory axes of OL maturation and myelination, including cytoskeleton proteins, cell-cell and ECM-cell interactions, as well as epigenetic and transcriptional regulation (Figure 5a,b). To explore these dysregulations further, we compared them to OLs single cell transcriptomic data (Marques et al., 2016). This comparison revealed that mutant optic nerves displayed increased expression of a subset of transcripts enriched in mature OLs (MOL 1–6 in ref. Marques et al., 2016) such as Klk6, Sepp1, and Glul. 

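The heat map of Fig. 5c shows 4 markers of MOLs, and all of them had higher FPKM in every mutant sample than in any control sample. Klk6 (ENSMUSG00000050063, chromosome 7 from 43824499 to 43832027, plus strand), which encodes a secreted serine protease, rose from 9.84 ± 1.34 FPKM (SD, n = 4) to 26.0 ± 4.39 FPKM (SD, n = 3). This was a log2 fold change of 1.36 (standard error 0.137, adjusted p = 0.00846 from limma-trend), and the adjusted p was between 0.00703 and 0.0589 with each sample left out. Sepp1 (ENSMUSG00000064373, chromosome 15 from 3268547 to 3280508, plus strand) changed by 0.38 (standard error 0.0751, adjusted p = 0.0405 from limma-trend), from 722 ± 26.3 FPKM (SD, n = 4) to 942 ± 63.5 FPKM (SD, n = 3). With the replicate block its adjusted p was 0.0626 (limma-trend), against 0.00444 to 0.0861 over the alternatives apart from the fits that left out 1 sample. Glul (ENSMUSG00000026473, chromosome 1 from 153899944 to 153909723, plus strand), which overlaps Teddm2 on the other strand, went from 1420 ± 124 FPKM (SD, n = 4) to 1934 ± 159 FPKM (SD, n = 3). Its log2 fold change of 0.45 (standard error 0.101) did not pass the threshold over all genes (adjusted p = 0.0562 from limma-trend), but did without mutant sample 2 (adjusted p = 0.0488, against 0.0488 to 0.127 over the fits that left out 1 sample). Whether the counting used the strand of the reads is not stated in the paper's text. Pmp22, the remaining marker, changed by 0.47 (standard error 0.0846, adjusted p = 0.0336 from limma-trend). As a set these genes had a median of 0.46 (adjusted p = 4.84e-05 from limma's camera), and the set passed with fry and with an estimated correlation. Their control means were set apart by control sample 3, the highest at 0.07, and the mutant means were between 0.63 and 0.71. The study chose these markers on the same samples, so the set test is not independent evidence. Without mutant sample 3, none of the markers passed singly.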

In parallel, reduced expression of several transcripts enriched in myelin-forming OLs (MFOL1/2 in ref. Marques et al., 2016) including Ctps, Sirt2, Gpr17, Olig1, Mag and Mobp was identified. 

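Of the 24 genes that Fig. 5c groups as markers of MFOLs, all were lower in mutant nerves, by log2 fold changes of -0.72 to -0.27 (median -0.46), and 16 of them passed the threshold over all genes. The largest change in the group was that of Ctps (ENSMUSG00000028633, chromosome 4 from 120539868 to 120570276, minus strand), which encodes CTP synthase. Its FPKM was 44.8 ± 5.04 (SD, n = 4) in control and 26.8 ± 1.73 (SD, n = 3) in mutant nerves (log2 fold change -0.72, standard error 0.0914, adjusted p = 0.0152 from limma-trend). Sirt2 (ENSMUSG00000015149, chromosome 7 from 28766752 to 28788665, plus strand) overlaps Nfkbib on the opposite strand. It fell from 2614 ± 103 FPKM (SD, n = 4) to 1752 ± 167 FPKM (SD, n = 3), a log2 fold change of -0.58 (standard error 0.0959, adjusted p = 0.0265, same limma-trend test), with control sample 1 set apart below the other controls. For Gpr17 (ENSMUSG00000052229, chromosome 18 from 31942997 to 31949636, minus strand), which lies across Lims2, the log2 fold change was -0.55 (standard error 0.0979, adjusted p = 0.0327, limma-trend). Mag (ENSMUSG00000036634, chromosome 7 from 30899176 to 30914873, minus strand) changed by -0.45 (standard error 0.0906, adjusted p = 0.0437, limma-trend) and did not pass with the replicate block (adjusted p = 0.0726, limma-trend, against 3.2e-07 to 0.13 over its alternatives).

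Olig1 and Mobp did not pass the threshold over all genes. The log2 fold change of Olig1 (ENSMUSG00000046160, chromosome 16 from 91269772 to 91271933, plus strand) was -0.31 (standard error 0.105, adjusted p = 0.127, limma-trend), with control and mutant samples overlapping. Mobp (ENSMUSG00000032517, chromosome 9 from 120149742 to 120181484, plus strand) changed by -0.41 (standard error 0.137, adjusted p = 0.123, limma-trend) and passed only without mutant sample 2 (adjusted p = 0.0472, against 0.0472 to 0.304 over the fits that left out 1 sample) and in the likelihood ratio test of edgeR and the Wald test of DESeq2 on the recovered reads. The quasi-likelihood test of edgeR, added after the values had been seen, did not call it. As a set the 24 genes fell past the threshold (adjusted p = 9.87e-25 from limma's camera), also with fry and with an estimated correlation, and the mutant means of -0.55 to -0.36 were below the control means of -0.03 to 0.02. These genes too were chosen by the study on these samples. None of them passed singly without mutant sample 3.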

Following up on these findings by a candidate approach, we detected also reduced expression of transcripts encoding well known myelin-associated proteins such as PLP1, MBP and CNP, and of major regulators of OLs including Sox10, Sox8, and Myrf (Bujalka et al., 2013; Hornig et al., 2013; Li and Richardson, 2016; Turnescu et al., 2018) (Figure 5c, Figure 5—figure supplement 1). 

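Transcripts of major myelin proteins were among the most abundant of the optic nerve and varied between mutant samples. For Mbp (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637, plus strand) the mutant samples had 17000, 21260 and 18130 FPKM and the control samples 23010 to 28870 FPKM. The log2 fold change was -0.49 (standard error 0.181, adjusted p = 0.147 from limma-trend). All mutant samples were below all control samples, and mutant sample 2 was the closest to the controls. Without it the log2 fold change was -0.58. Cnp (ENSMUSG00000006782, chromosome 11 from 100574904 to 100581728, plus strand) fell from 2721 ± 94.9 FPKM (SD, n = 4) to 1988 ± 195 FPKM (SD, n = 3), a log2 fold change of -0.46 (standard error 0.0969, adjusted p = 0.0480 from limma-trend), with control sample 1 set apart below the other controls. It did not pass with the replicate block (adjusted p = 0.0605, limma-trend, against 9.6e-05 to 0.14 over its alternatives). The hand list of 19 genes of myelin components had 17 genes lower and a median of -0.24 (adjusted p = 2.91e-08 from limma's camera). It passed with fry but not with an estimated correlation, and its mutant means were -0.40, -0.07 and -0.33 for samples 1 to 3. Mog, in the same list, had overlapping groups (log2 fold change -0.23, standard error 0.111, adjusted p = 0.246 from limma-trend).

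Sox8 (ENSMUSG00000024176, chromosome 17 from 25565892 to 25570686, minus strand) had a log2 fold change of -0.51 (standard error 0.0916, adjusted p = 0.0336 from limma-trend). Sox10 (ENSMUSG00000033006, chromosome 15 from 79154913 to 79164490, minus strand) changed by -0.37 (standard error 0.0811) and lay just above the threshold (adjusted p = 0.0502 from limma-trend). With the replicate block it was just below (adjusted p = 0.0473, limma-trend, against 0.00072 to 0.084 over its alternatives). Myrf (ENSMUSG00000036098, chromosome 19 from 10208272 to 10240748, minus strand) changed by -0.34 (standard error 0.0749, adjusted p = 0.0522 from limma-trend) and passed without mutant sample 2 (adjusted p = 0.0303, against 0.0303 to 0.15 over the fits that left out 1 sample). In Sox8, Sox10 and Myrf every mutant sample was below every control sample. Without mutant sample 3, neither Sox8 nor Cnp passed. The 5 transcription factors of Fig. 5c, which are Olig1, Sox8, Sox10, Myt1 and Myrf, had a median of -0.37 (adjusted p = 1.52e-06 from limma's camera), which passed with fry but not with an estimated correlation.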

Combined with our previous findings, the dysregulated molecular fingerprint revealed by these data is consistent with a functional role for FASN in late OL maturation and myelination. However, the impaired myelination in mutant mice may also contribute to the transcriptome differences compared to controls.

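The samples of both genotypes were compared for stages of the OL lineage with lists written by hand. Genes of newly formed OLs, 10 of them tested, were all lower in mutant nerves, with a median log2 fold change of -0.42 (adjusted p = 6.61e-09 from limma's camera). They passed with fry and with an estimated correlation, and 4 of them also stand in other lists. The 15 genes of a list of mature OLs had a median of 0.10 (adjusted p = 0.659 from limma's camera), with 6 genes lower and 9 higher, and a median of -0.0004 without mutant sample 1, 0.02 without control sample 1 or mutant sample 2 and 0.04 without control sample 2. The score of mature minus newly formed OLs was between 0.45 and 0.68 in mutant samples and between -0.05 and 0.07 in control samples (exact permutation test, two-sided p = 0.0571, the smallest that 3 mice against 4 allow). Control sample 3 was set apart above the other controls in the mature list. From the repressed processes and pathways, the higher markers of MOLs and the lower markers of MFOLs, myelin-associated proteins and regulators, combined with its previous findings, the paper proposes a functional role for FASN in late OL maturation and myelination. For Sox10, Myrf and MBP its evidence includes qRT-PCR beside RNA-seq.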

**Figure 5.**
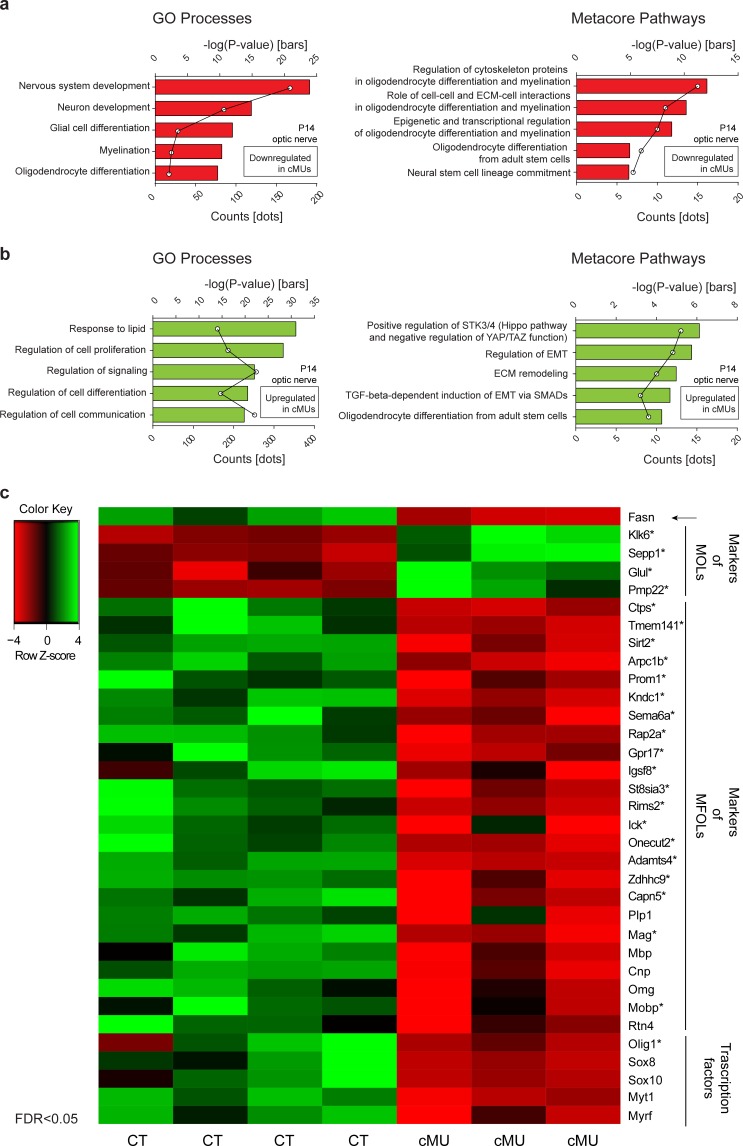
Transcriptome analysis of optic nerves of *Fasn* mutant mice reveal oligodendrocyte defects in late stages of maturation, including myelination. (**a, b**) GeneOntology analysis depicting biological processes affected by down-regulated (**a**) and up-regulated (**b**) transcripts in P14 optic nerves of mutant (cMU) mice. Metacore Pathway analysis showing pathways affected by downregulated (**a**) and upregulated (**b**) transcripts in P14 optic nerves of cMU mice. Data points represent the count of regulated transcript for each category and pathway. (**c**) Heat map of RNA-seq data of CT and cMU optic nerves at P14, depicting Fasn and selected down- and up-regulated modulators of OL differentiation, maturation and myelination (FDR < 0.05). Markers identified by comparison with OLs single cell sequencing data (Marques et al., 2016) are marked with an asterisk. *n* = 3 mice for cMU, *n* = 4 mice for CT. CT* =* control, cMU = conditional mutant, MFOLs = myelin-forming oligodendrocytes, MOLs = mature oligodendrocytes (Marques et al., 2016). 10.7554/eLife.44702.016Figure 5—source data 1.Expressed transcripts in optic nerves from control and cMU mice at P14.

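All 33 genes shown in Fig. 5c besides Fasn changed in the direction of the heat map, and in 31 of them control and mutant samples did not overlap. Adjusted over all genes tested, 21 passed the threshold. These were 3 of the MOL markers, 16 of the 24 MFOL markers and 2 of the transcription factors. The study selected the genes on these samples. The directions, the lack of overlap and the count adjusted over the list alone, 32 of 33, are therefore not independent evidence. The number adjusted over all genes depended on single samples. It was 28 without mutant sample 2, 10 without mutant sample 1, 0 without mutant sample 3, and 5, 4, 1 and 9 without control sample 1, 2, 3 and 4. With every gene of at least 1 read in any sample in the test, 10 genes passed. The smallest adjusted p of the 33 genes was that of Klk6 and Adamts4. In Adamts4 (log2 fold change -0.54, standard error 0.0542) control sample 2 lay below the other controls, which were close together.

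**Figure D3:**
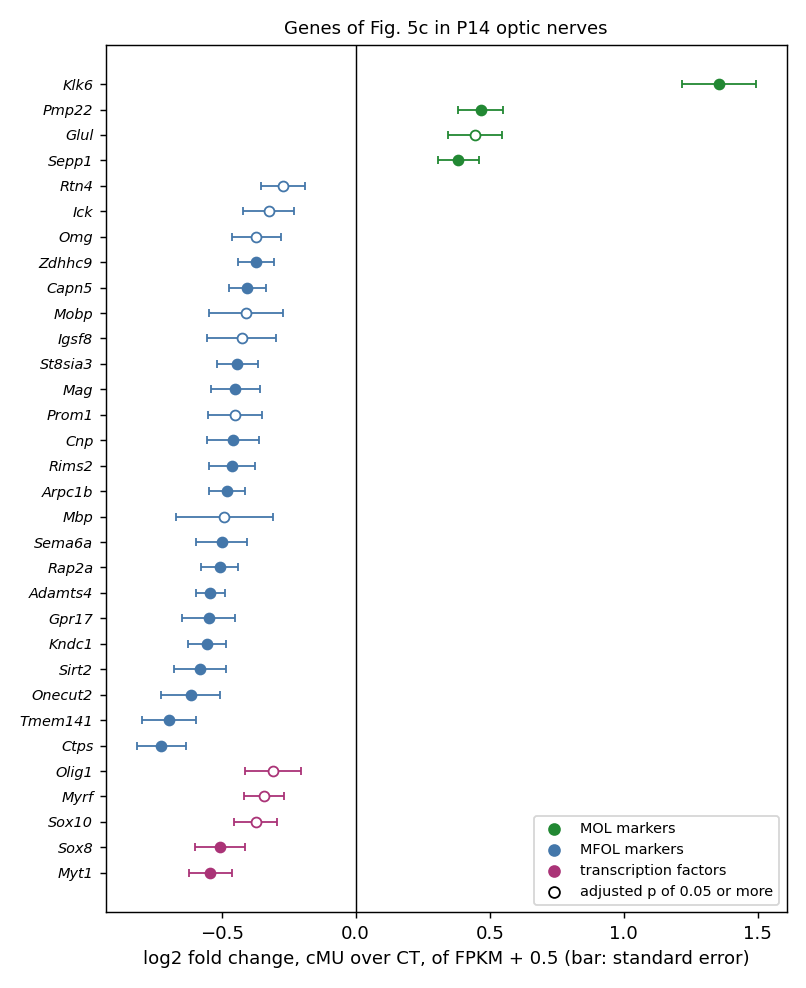
Log2 fold change of FPKM + 0.5, cMU over CT, of genes of Fig. 5c in P14 optic nerves, with a line of 1 standard error (4 CT and 3 cMU mice). Filled symbols mark an adjusted p under 0.05 over all genes tested and open symbols a higher one, with 21 filled.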

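The authors' deposited table gives fold changes and p-values for 15186 genes that it marks as present. Of the 363 genes past the threshold in limma-trend on FPKM, 341 also have an FDR of at most 0.05 in the authors' deposited table, all with the same direction. Across the 13855 genes in both comparisons, the log2 fold changes correlated with r = 0.969 (Pearson, across genes, which are not independent replicates). The authors' deposited table gives a log2 fold change of -1.92 for Fasn.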

**Figure 5—figure supplement 1.**
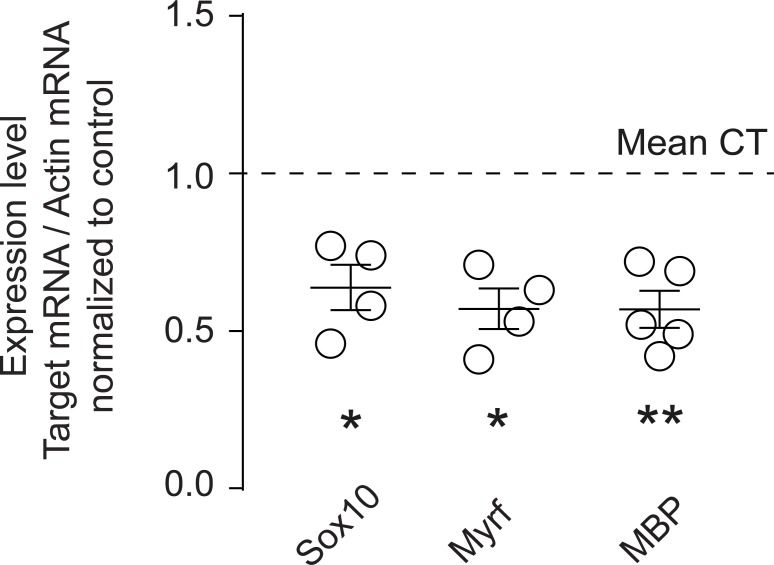
FASN deficiency is correlated with molecular signs of defective oligodendrocyte maturation. Graph of qRT-PCR analysis of Sox10, Myrf and MBP in optic nerves of P14 CT and cMU mice. Data are normalized to β-actin and to the mean of CTs (unpaired two-tailed two sample Student’s t-test; Sox10: p=0.0385, *t* = 2.641, *n* = 4 for CT and *n* = 4 for cMU; Myrf: p=0.0326, *t* = 2.765, *n* = 4 for CT and *n* = 4 for cMU; MBP: p=0.0078, *t* = 3.405, *n* = 6 for CT and *n* = 5 for cMU), *p<0.05, **p<0.01. Bars represent mean ±SEM. CT = control, cMU = conditional mutant.

### Increased dietary intake of lipids can partially rescue lack of fatty acid synthesis by oligodendrocytes

Increasing dietary intake of lipids was unable to rescue lack of endogenous FA synthesis by Schwann cells in PNS myelination, instead being surprisingly detrimental (Montani et al., 2018). To investigate whether such a treatment could rescue myelination if OLs are deficient in FA synthesis, we fed mutant and control mice either a 60% high fat diet (HFD; % of caloric intake from fat, enriched in palmitic acid; complete FA content in Materials and methods), previously shown to be capable of rescuing diminished lipogenesis in astrocytes in vivo (Camargo et al., 2012; Camargo et al., 2017), or a standard diet (STD; complete FA content in Materials and methods). Pregnant females and subsequently born pups were fed with the different diets from E14 up to P40, the time of analysis (Figure 6a). We found that the HFD regimen lead to improved myelin radial growth in the spinal cord of mutant mice compared to mutant mice fed with STD (Figure 6b,c and d). There were no significant effects of HFD on radial myelin growth in control mice (Figure 6b,c and d). Myelinated fibers in the spinal cord of mutant mice treated with HFD were still hypomyelinated compared to those of control mice under HFD or STD, but less so than those of mutant mice under STD (Figure 6b,c and d). We conclude that lack of endogenous FA synthesis in OLs during development can be partially compensated by increasing dietary lipid intake.

**Figure 6.**
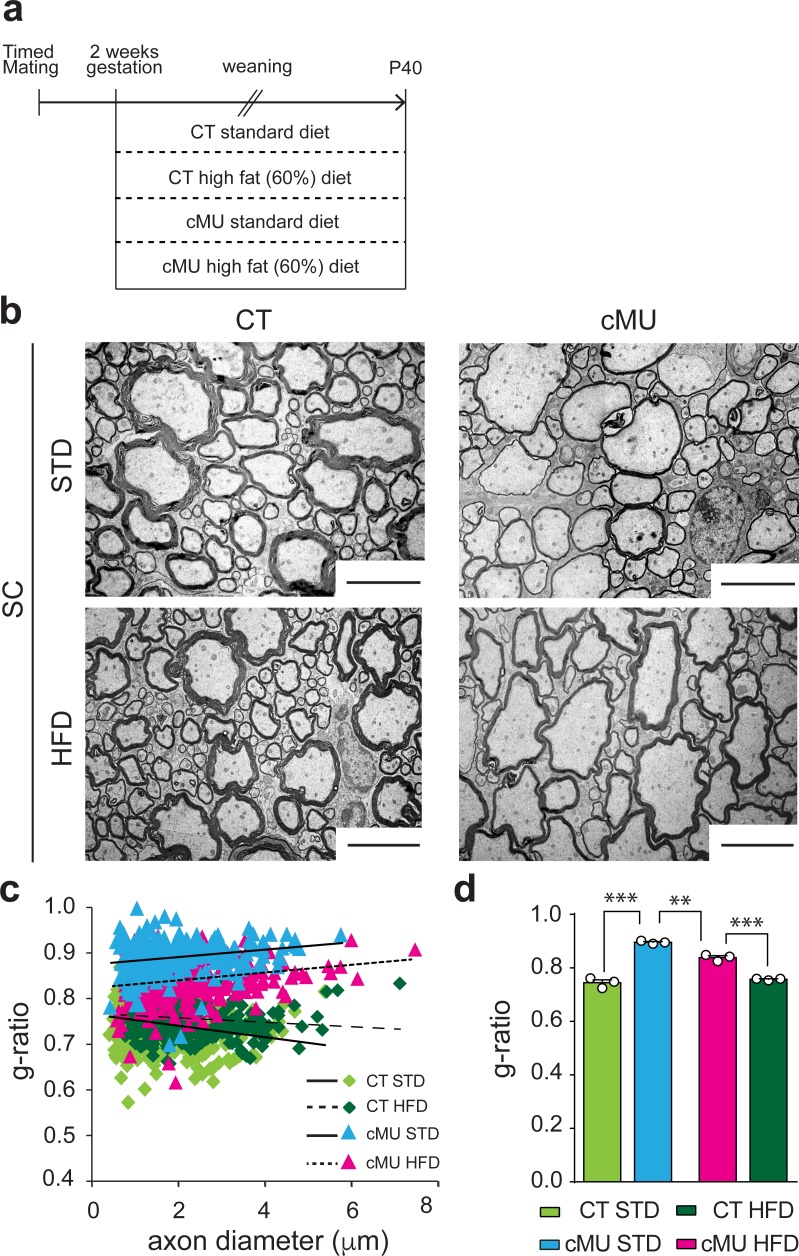
Increasing dietary lipid intake can partially compensate defects in radial myelin growth caused by lack of endogenous fatty acid synthesis in oligodendrocytes. (**a**) Scheme of the experimental design. (**b**) Exemplary EM micrographs of the ventral funiculus of the lumbar spinal cord from mutant (cMU) and control (CT) mice that were fed a standard (STD) or a high-fat (HFD) diet. Scale bars: 5 µm. (**c**) Linear correlation of g-ratio versus axon diameter. At least 84 myelinated axons analyzed per mouse, in random fields selected in the same anatomical area, from *n* = 3 mice for each, CT and cMU, STD and HFD. (**d**) Overall hypomyelination in cMU compared to CT fed STD at P40, and partial recovery of radial myelination in cMU fed with HFD, as shown by g-ratio analysis. Data points represent *n* = 3 mice for each, CT and cMU, STD and HFD (one-way Anova; Treatment: p<0.0001, *F*_3,8_ = 113.2; with Sidak’s multiple comparisons test; cMU STD vs. CT STD: p<0.0001, *t =* 15.96; cMU HFD vs. CT HFD: p*=*0.0002, *t =* 8.597; CT HFD vs CT STD: p*=*0.7703, *t =* 1.339; MU HFD vs. MU STD: p*=*0.0019, *t =* 6.025), ***p<0.001, **p<0.01. Bars represent mean ±SEM. STD = standard diet, HFD = high fat diet, CT* =* control, cMU = conditional mutant.

### Depletion of fatty acid synthase in adult oligodendrocyte progenitors to study CNS remyelination

Following demyelination, new myelin is formed by aOPCs (Crawford et al., 2016; Franklin and Ffrench-Constant, 2017). To address the significance of FA synthesis in this process, we conditionally ablated the *Fasn* gene specifically in aOPCs of transgenic mice using tamoxifen-activatable Cre recombinase under the control of *Pdgfr*α gene regulatory elements (Rivers et al., 2008). Recombination also activated YFP expression via the Cre-dependent reporter *Rosa26-loxPstoploxP-YFP* allele (Srinivas et al., 2001) that was included in both, induced mutants (i-cMU) and induced control (CT) mice. This experimental design allowed us to follow the fate of recombined cells (Figure 7a; Figure 7—figure supplement 1a,b). We then addressed how loss of FASN in aOPCs affects remyelination of a demyelinated focal lesion in the spinal cord, induced by injection of the gliotoxin lysolecithin (experimental setting schematized in Figure 7b). Such lesions undergo a stereotyped timed program of remyelination that is characterized by high proliferation of recruited aOPCs, followed by their differentiation into CC1+ OLs, OL maturation, and onset of remyelination within the first 10–14 days post lesion (dpl), which is largely completed by 21 dpl (Fancy et al., 2011; Zawadzka et al., 2010) (Figure 7b). Immunohistochemistry revealed high FASN expression in differentiated CC1+ aOPC-derived OLs in control mice at the lesion site 7 dpl (Figure 7c,d). As expected, this expression was lost in mutant mice (Figure 7c,d).

**Figure 7.**
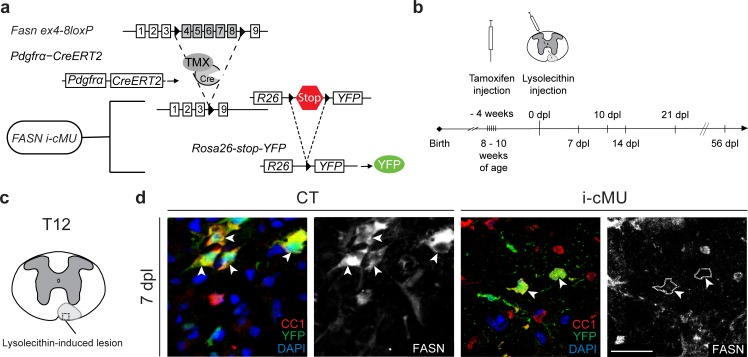
Generation of tamoxifen-inducible *PdgfrαCreERT2:FASN-floxed* conditionally mutant mice. (**a**) Tamoxifen-mediated nuclear translocation of *Pdgfrα*-driven CreERT2 induces conditional *Fasn* allele inactivation (i-cMU) and expression of yellow fluorescent protein (YFP). (**b**) Timeline of de-/re-myelination experiments: Focal demyelination of the ventral spinal cord white matter was induced by injection of lysolecithin 4 weeks post-tamoxifen administration. The tissue was analysed 7, 10, 14, 21 and 56 days post-lysolecithin injection (dpl). (**c**) Schematic of lysolecithin-induced demyelinated focal lesion in the ventral funiculus of the thoracic spinal cord (level T12). Square insert indicates the area where immunostaining images were acquired. (**d**) Representative immunostainings of lesioned areas in cross-sectioned thoracic spinal cords from CT and i-cMU mice 7 dpl, *n* = 3 mice analyzed for each, CT and i-cMU. Note the prominent FASN expression in the cytoplasm of recombined aOPC-derived differentiated OLs (CC1+ YFP+ FASN+, examples indicated by arrowheads) in CT, but not in i-cMU (CC1+ YFP+ FASN-, examples indicated by dotted lines) lesions. Nuclear marker: DAPI. Scale bar: 20 μm, applies to entire panel. CT* =* control, i-cMU = inducible conditional mutant, dpl = days post-lysolecithin injection.

**Figure 7—figure supplement 1.**
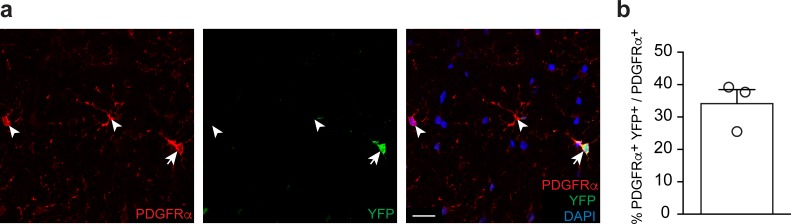
Recombination efficiency in spinal cords of *PdgfrαCreERT2:Rosa26-loxPstoploxP-YFP* control animals induced with tamoxifen. (**a**) Exemplary immunostaining of cross-sectioned thoracic spinal cord white matter from 5 weeks post tamoxifen, *n* = 3 CT mice. Cre-dependent expression of the reporter *Rosa26-loxPstoploxP-YFP* allele is detectable in aOPCs (PDGFRα+ YFP+, example indicated by arrow), whereas other aOPCs remain unrecombined (PDGFRα+ YFP-, examples indicated by arrowheads). Nuclear marker: DAPI. Scale bar: 20 μm, applying to entire panel. (**b**) Corresponding graph to (**a**) with quantification of percentage of recombined aOPCs (PDGFRα+ YFP+) over total aOPCs (PDGFRα+). Data points represent *n* = 3 CT mice; 3 spinal cord sections were quantified per animal, with at least 36 PDGFRα+ YFP+ cells quantified per animal. Bar represents mean ± SEM.

### Fatty acid synthesis is required to sustain aOPC-derived oligodendrocytes during remyelination

To explore the role of FA synthesis in OLs during remyelination, we next analyzed FASN expression in aOPCs and the effects of its depletion on their differentiation following demyelination. Comparable to our developmental studies, we found only marginal expression (if any) of FASN in aOPCs located in acute lesions at 7 dpl (Figure 8—figure supplement 1a). Statistical analysis of immunohistochemical data revealed no significant difference between induced mutant and control mice in numbers of recombined aOPCs (YFP+ PDGFRα+ Olig2+) when data were analyzed over time at 7, 10, 14 and 21 dpl (Figure 8—figure supplement 1b,c). However, if mutants and controls were statistically compared at the individual time points, a modest but significant reduction in recombined aOPCs was apparent at 14 dpI and 21 dpl (unpaired two-tailed two sample Student’s t-test; i-cMU vs. CT, at 14 dpl: p=0.0164, *t* = 3.027; at 21 dpl: p=0.041, *t* = 2.434). We conclude that FASN is mostly dispensable for building up and maintaining the pool of aOPCs at the lesion site, given that in our lesion model this pool is largely established at 10 dpI (Figure 8—figure supplement 1b,c). In line with this interpretation, and similar to the developmental situation, we also found that FASN is not essential for early proliferation of OL lineage cells (Olig2+) as tested by Ki67 immunohistochemistry at 7 dpl (Figure 8—figure supplement 2a,b).

Next, we examined whether FASN is required during differentiation and maturation of aOPCs into myelinating OLs following demyelination. We found no difference in the number of recombined total (Olig2+ YFP+) and differentiated (CC1+ Olig2+ YFP+) aOPC-derived OLs in mutant and control mice during early differentiation (7 dpI and 10 dpl) (Figure 8a,b and c). However, the number of both recombined total (Olig2+ YFP+) and differentiated (CC1+ Olig2+ YFP+) OLs was substantially lower in mutants compared to controls when remyelination was ongoing (14 dpl), with no major recovery at 21 dpl (Olig2+ YFP+ cells per area (mm^2^) at 14 dpl: 98.4 ± 13.71 in mutants vs. 294.60 ± 28.05 in controls; at 21 dpl: 108.10 ± 11.93 in mutants vs. 237.70 ± 22.55 in controls; CC1+ Olig2+ YFP+ cells per area (mm^2^) at 14 dpl: 45.18 ± 6.71 in mutants vs. 193.20 ± 11.73 in controls; at 21 dpl: 74.60 ± 5.00 in mutants vs. 183.00 ± 18.47 in controls) (Figure 8a,b and c). This impairment was present already at the onset of remyelination (12 dpl; Figure 8—figure supplement 3a,b and c), suggesting that OL death might be involved. Cleaved caspase 3 (cC3) immunostaining at 11 dpl did not detect a significant increase in the percentage of apoptotic differentiated recombined OLs (cC3+ CC1+ YFP+) in lesions of mutants compared to controls (Figure 8—figure supplement 3d,e). However, we found such cells at very low frequency, contributing to a rather high variability between animals and limiting the power of our analysis and its interpretation. Thus, we assume that our inability to find an expected significant increase in cC3-associated OL cell death in mutants is likely due to either very fast removal of dying cells or cell death not marked by cC3-positivity, possibilities that we were unable to explore further due to technical limitations.

**Figure 8.**
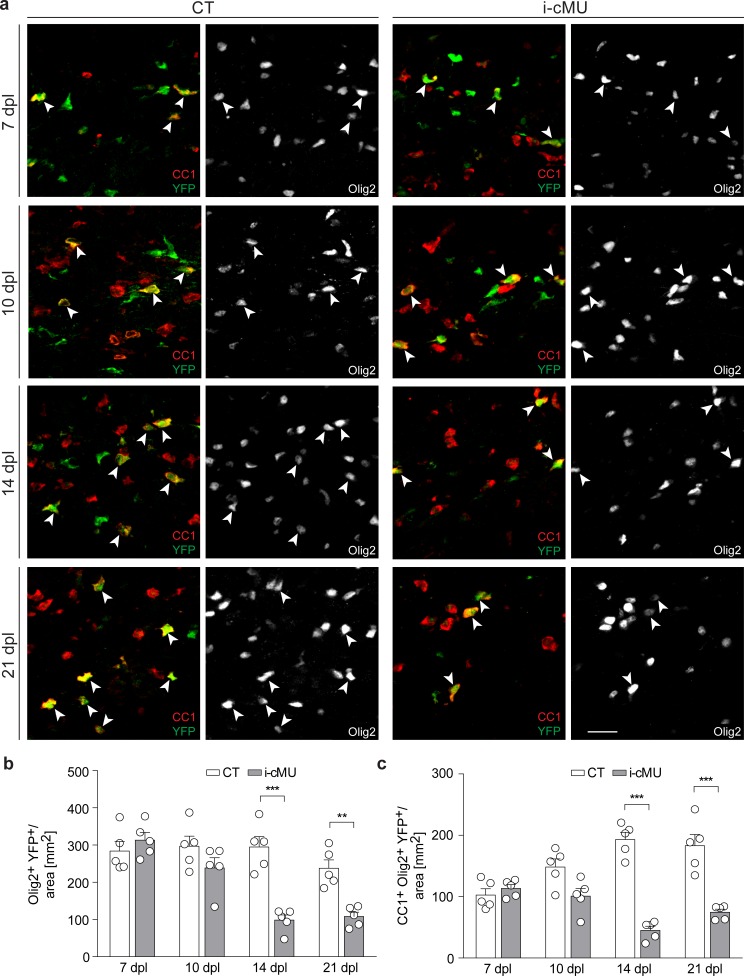
De novo fatty acid synthesis is required for maintaining the adult oligodendrocyte progenitor-derived oligodendrocyte population during remyelination. (**a**) Representative immunostaining of lesions of control (CT) and inducible conditional mutant (i-cMU) mice on cross sections of ventral white matter of the spinal cord at 7, 10, 14 and 21 days post-lysolecithin injection (dpl), *n* = 5 mice for each, CT and i-cMU. Images depict recombined aOPC-derived differentiated OLs (CC1+ Olig2+ YFP+, examples indicated by arrowheads). Scale bar: 20 μm, applies to entire panel. (**b, c**) Corresponding graphs with quantification of (**b**) recombined OLs (Olig2+ YFP+) and (**c**) recombined aOPC-derived differentiated OLs (CC1+ Olig2+ YFP+) in lesion areas of ventral spinal cord white matter of CT and i-cMU mice at 7, 10, 14 and 21 dpl. Data were normalized per area. Data points represent *n* = 5 mice for each, CT and i-cMU. Lesion areas of at least 4 sections quantified per animal (2-way Anova; (**b**) Genotype: p<0.0001*, F*_1,32_= 30.28; (**c**) Genotype: p<0.0001*, F*_1,32_= 84.52; with Tukey’s multiple comparisons test; (**b**) 7 dpl: i-cMU vs. CT, p*=*0.9829; 10 dpl: i-cMU vs. CT, p*=*0.6132; 14 dpl: i-cMU vs. CT, p<0.0001; 21 dpl: i-cMU vs. CT, p*=*0.0071; (**c**) 7 dpl: i-cMU vs. CT, p*=*0.9971; 10 dpl: i-cMU vs. CT, p*=*0.0900; 14: i-cMU vs. CT, p<0.0001; 21 dpl: i-cMU vs. CT, p<0.0001), ***p<0.001, **p<0.01. Bars represent mean ± SEM. CT* =* control, i-cMU = inducible conditional mutant, dpl = days post-lysolecithin injection.

**Figure 8—figure supplement 1.**
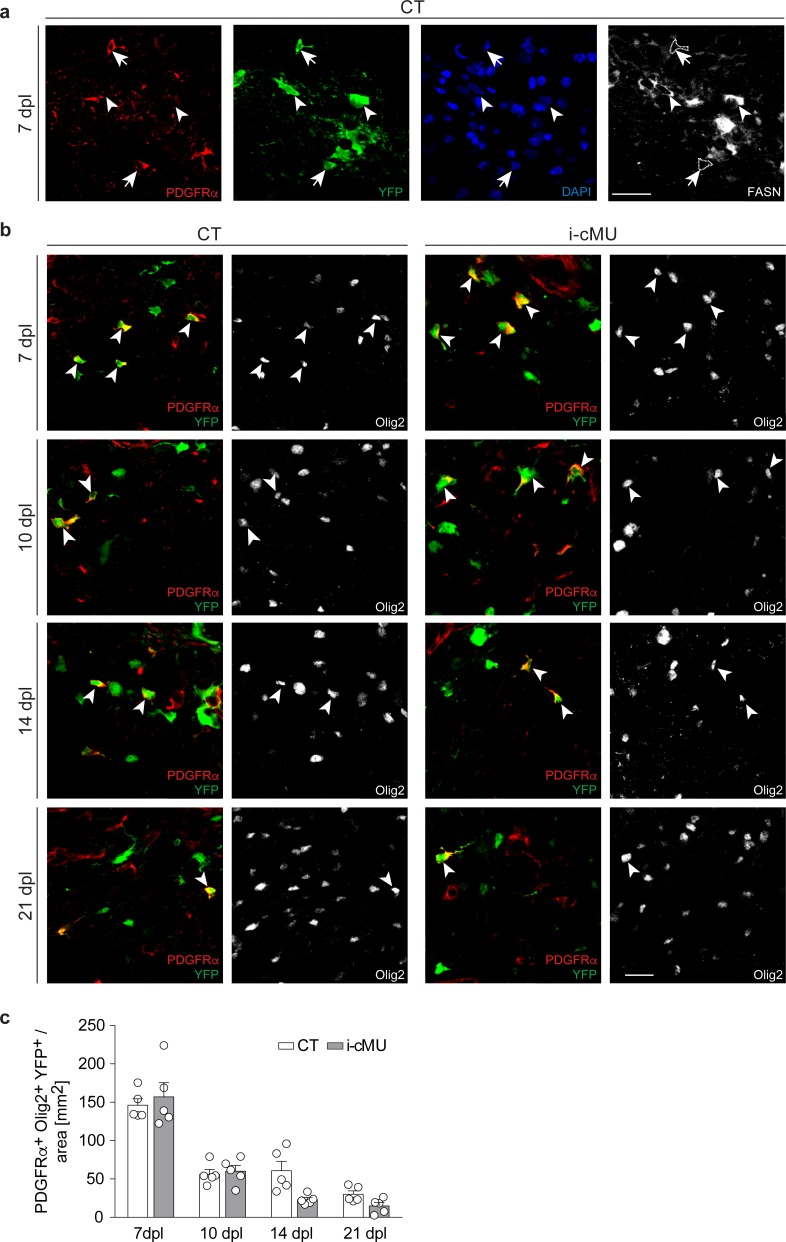
FASN expression in adult oligodendrocyte progenitors is marginal and largely dispensable for their response following demyelination. (**a**) Representative immunostaining of the lesion area in cross sections of the spinal cord of induced control (CT) mice at 7 days post-lysolecithin injection (dpl). Images depict marginal expression of FASN in recombined aOPCs (PDGFRα+ YFP+, examples indicated by arrows, FASN- cells outlined) compared to differentiated aOPC-derived OLs (PDGFRα- YFP+, examples indicated by arrowheads). *n* = 5 analyzed CT mice. Scale bar: 20 μm. (**b**) Representative immunostainings of the lesion area in cross sections of the spinal cord at 7, 10, 14 and 21 dpl from CT and induced conditional mutant (i-cMU) mice, *n* = 5 mice for each, CT and i-cMU. Images depict recombined aOPCs (PDGFRα+ Olig2+ YFP+, examples indicated by arrowheads). Scale bar: 20 μm, applies to entire panel. (**c**) Corresponding graph with quantification of recombined aOPCs (PDGFRα+ Olig2+ YFP+) in the lesion area of CT and i-cMU mice at 7, 10, 14 and 21 dpl. Data were normalized per area. Data points represent *n* = 5 mice for each, CT and i-cMU. Lesion areas from at least 4 sections quantified per animal (2-way Anova; Genotype: p=0.1589, *F*_1,32_= 2.081; with Tukey’s multiple comparisons test; 7 dpl: i-cMU vs. CT, p=0.9907; 10 dpl: i-cMU vs. CT, p>0.9999; 14 dpl: i-cMU vs. CT, p=0.1175; 21 dpl: i-cMU vs. CT, p=0.9420). Bars represent mean ± SEM. CT = control, i-cMU = inducible conditional mutant, dpl = days post lysolecithin injection.

**Figure 8—figure supplement 2.**
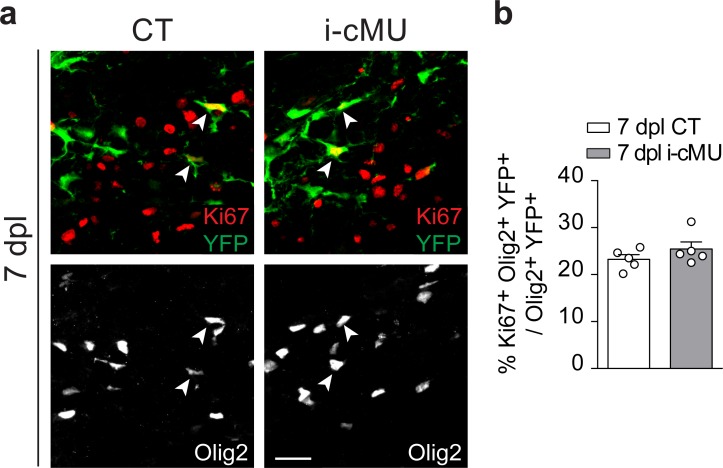
FASN expression is dispensable for the proliferation of oligodendrocytes lineage cells in remyelination. (**a**) Representative immunostaining in the lesion area of cross-sectioned thoracic spinal cords of control (CT) and inducible conditional mutant (i-cMU) mice at 7 dpl. *n* = 5 mice for each, CT and i-cMU. Images depict proliferating recombined OL lineage cells (Ki67+ Olig2+ YFP+, examples indicated by arrowheads). Scale bar: 20 μm, applies to entire panel. (**b**) Corresponding graph with quantification of the percentage of proliferative recombined OL lineage cells (Ki67+ Olig2+ YFP+) over total recombined OL lineage cells (Olig2+ YFP+) in the lesion area in cross sections of thoracic spinal cords at 7 dpl, from CT and i-cMU mice. Data points represent *n* = 5 mice for each, CT and i-cMU. Lesion areas from at least 4 sections quantified per animal (unpaired two-tailed two sample Student’s t-test; i-cMU vs. CT: p=0.2636, *t* = 1.202). Bars represent mean ±SEM. CT = control, i-cMU = inducible conditional mutant, dpl = days post-lysolecithin injection.

**Figure 8—figure supplement 3.**
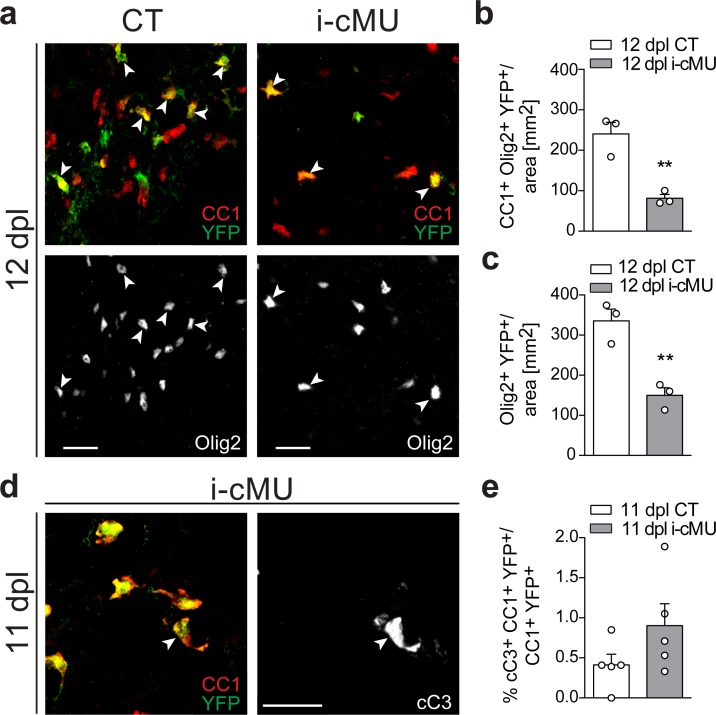
FASN is critical to sustain adult oligodendrocyte progenitor-derived oligodendrocytes during remyelination. (**a**) Representative immunostaining of the lesion area in cross sections of the thoracic spinal cord at 12 days post-lysolecithin injection (dpl) from control (CT) and inducible conditional mutant (i-cMU) mice, *n* = 3 mice for each, CT and i-cMU. Images depict recombined aOPCs-derived differentiated OLs (CC1+ Olig2+ YFP+, examples indicated by arrowheads). Scale bar: 20 μm. (**b, c**) Corresponding graph with quantification of (**b**) recombined aOPCs-derived differentiated OLs (CC1+ Olig2+ YFP+) and (**c**) recombined OL lineage cells (Olig2+ YFP+) in the lesion of CT and i-cMU mice 12 dpl. Data were normalized to the area. Data points represent *n* = 3 mice for each, CT and i-cMU. Lesion areas of at least 4 sections quantified per animal (unpaired two-tailed two sample Student’s t-test; (**b**): i-cMU vs. CT, p=0.0060, *t* = 5.319, (**c**): i-cMU vs. CT, p=0.0059, *t* = 5.341), **p<0.01. (**d**) Exemplary immunostaining of the lesion area in cross sections of the thoracic spinal cord of i-cMU mice at 11 dpl. Images depict an exemplary apoptotic recombined differentiated OL, expressing cleaved caspase 3 (cC3+ CC1+ YFP+, example indicated by arrowhead). Scale bar: 20 μm. (**e**) Corresponding graph with quantification of the percentage of apoptotic recombined differentiated OLs (cC3+ CC1+ YFP+) over total recombined differentiated OLs (CC1+ YFP+) in the lesion area of CT and i-cMU mice, 11 dpl. Data points represent *n* = 5 mice for each, CT and i-cMU. At least 14 sections quantified per animal (unpaired two-tailed two sample Student’s t-test; i-cMU vs. CT: p=0.1470, *t* = 1.606). Bars represent mean ± SEM. CT = control, i-cMU = inducible conditional mutant, cC3 = cleaved caspase 3, dpl = days post-lysolecithin injection.

Overall our data indicate a crucial role for FA synthesis in sustaining aOPC-derived OLs during remyelination. However, we cannot rule out that also the mild reduction in the number of aOPCs in mutants at 14 dpI and 21 dpl makes some contribution to the observed phenotype. In this context, we favor the interpretation that the observed decrease in CC1+ recombined OLs in mutant animals during remyelination may promote a mild reaction of aOPCs, potentially with the goal of some compensation. If the recombined cells cannot be sustained and die while differentiating from aOPCs towards myelinating oligodendrocytes, this may cause a slight reduction of the remaining numbers of recombined aOPCs. Alternatively, aOPCs may have intrinsic differences in their dependency on FASN compared to developmental OPCs with regard to survival. We consider this less likely given the low expression of FASN by developmental OPCs and aOPCs.

### Fatty acid synthesis is essential for efficient CNS remyelination

Based on our findings, we next investigated whether the observed drop in differentiated OLs causes a failure of accurate remyelination in mutants. Thus, we analyzed the ultrastructural morphology of remyelinating spinal cord lesions by comparative EM as remyelinated axons can be distinguished by their relatively thin myelin compared to developmentally achieved myelination (Franklin and Ffrench-Constant, 2017). Consistent with the reduced number of differentiated CC1+ OLs present during the active remyelination phase at 14 dpl, we found that mutant mice displayed more axons not encased by myelin (Figure 9a, false colored) compared to control mice (Figure 9a). Quantification confirmed these observations (35.63 ± 3.42% demyelinated axons in mutants vs. 22.68 ± 1.58% in controls) (Figure 9b). Also at 21 dpl, only 8.24 ± 0.70% of axons remained demyelinated in control mice, compared to 18.00 ± 1.91% in mutants. At this time point, focal lesions approach their full remyelination potential (Crawford et al., 2016; Franklin and Ffrench-Constant, 2017). In agreement, further analysis of a later time point (56 dpl) revealed only a slight additional decrease in the percentage of demyelinated fibers in control mice to 5.58 ± 1.02% (Figure 9b). Similarly, this value decreased also in mutants to 12.04 ± 1.11% (Figure 9b). However, in direct comparison of controls and mutants at 56 dpI, mutants still retained a larger percentage of demyelinated axons (12.04 ± 1.11% in mutants vs. 5.58 ± 1.02% in controls) (Figure 9b). Remyelinated profiles of both control and mutant mice showed characteristically thin myelin (Figure 9a) (Franklin and Ffrench-Constant, 2017), with no significant difference detectable in the thickness of myelin by average g-ratio analysis (Figure 9c) and by linear correlation of g-ratio versus axon diameter (Figure 9d) at the sampled time points (14, 21 and 56 dpl). We conclude that FASN and consequently FA synthesis in OLs is essential for efficient remyelination in adult mice.

**Figure 9.**
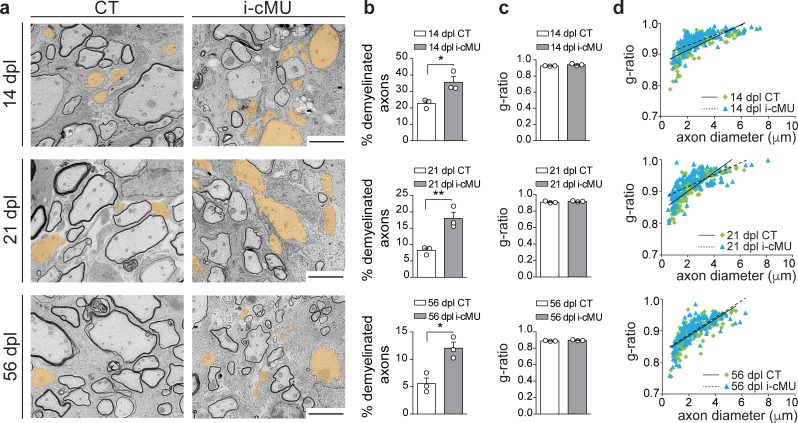
De novo fatty acid synthesis is essential to achieve efficient remyelination in the spinal cord. (**a**) Representative EM images of lesions in the spinal cord of control (CT) and inducible conditional mutant (i-cMU) mice during remyelination at 14, 21 and 56 days post-lysolecithin injection (dpl). i-cMUs show persistently increased numbers of demyelinated axons (examples false colored in orange) compared to CTs up to 56 dpl. Scale bars: 3 μm. (**b**) Corresponding graphs with quantification of percentage of demyelinated axons within the remyelinated lesion area at 14, 21 and 56 dpl. Data points represent *n* = 3 mice for each, CT and i-cMU. The entire lesion area was quantified, at least 550 axons counted per animal (unpaired two-tailed two sample Student’s t-test; 14 dpl: i-cMU vs. CT, p*=*0.0263, *t =* 3.439; 21 dpl: i-cMU vs. CT, p*=*0.0086, *t =* 4.803; 56 dpl: i-cMU vs. CT, p*=*0.0127, *t =* 4.290), *p<0.05, **p<0.01. (**c**) g-ratio analysis of remyelinated fibers at 14, 21 and 56 dpl in i-cMU compared to CTs. Data points represent *n* = 3 mice for each, CT and i-cMU (unpaired two-tailed two sample Student’s t-test; 14 dpl: i-cMU vs. CT, p*=*0.1146, *t =* 2.011; 21 dpl: i-cMU vs. CT, p*=*0.3146, *t =* 1.149; 56 dpl: i-cMU vs. CT, p*=*0.1481, *t =* 1.789). (**d**) Linear correlation of g-ratio versus axon diameter in remyelinating lesions of i-cMU compared to CT mice, at 14, 21 and 56 dpl. At least 50 myelinated axons per mouse analyzed, *n* = 3 mice for each, CT and i-cMU. Bars represent mean ± SEM. CT* =* control, i-cMU = inducible conditional mutant, dpl = days post-lysolecithin injection.

## Discussion

Oligodendrocytes require rapid access to large quantities of lipids over a short period of time to achieve accurate production of the considerable membrane mass required to myelinate multiple axons (Chrast et al., 2011; Nave and Werner, 2014; Schmitt et al., 2015). To which extent this demand is supported by endogenous synthesis in OLs and/or lipid uptake is not fully understood (Chrast et al., 2011; Schmitt et al., 2015). In support of a critical role for OL-endogenous lipid biosynthesis, the mTORC1/SREBP signaling axis was suggested to be critical for efficient CNS myelination (Camargo et al., 2017; Lebrun-Julien et al., 2014). Furthermore, OLs depend on cholesterol synthesis for efficient radial growth of myelin (Saher et al., 2005). Postnatally, newly added cholesterol – the major sterol present in myelin – can only be synthesized within the CNS, while the other main myelin lipids share FAs as building blocks that might be either locally synthesized or taken up from the bloodstream (Currie et al., 2013; Harayama and Riezman, 2018). Here, we have addressed the need for FA synthesis in OLs by depleting FASN in transgenic mice. This multifunctional enzyme is responsible for the synthesis of palmitate, the substrate for the production of more complex FAs (Currie et al., 2013; Harayama and Riezman, 2018). We show that lack of FASN in OLs results in deficits in CNS myelination, including a decreased capacity for myelin to grow. Thus, OLs strictly depend on de novo endogenous FA synthesis to achieve normal myelination.

Another source for non-essential FAs, and the only source available for essential ones, is the uptake from the FA pool present in the circulation (Harayama and Riezman, 2018). We have previously demonstrated that increasing dietary lipids by administering a HFD cannot ameliorate the dysmyelination resulting from lack of FASN in myelinating Schwann cells of the PNS (Montani et al., 2018). Thus, we were somewhat surprised to find that the same HFD experimental regimen was able to achieve partial amelioration of the CNS hypomyelination caused by lack of FASN in OLs. Similarly, it has been shown that the HFD used in our study could partially substitute for the lack of SCAP in another CNS cell population, the astrocytes (Camargo et al., 2012; Camargo et al., 2017). The causative mechanisms for these differences between the PNS vs. CNS remain to be determined. Future studies will need to take into account that the two tissues appear to have evolved distinct compensatory mechanisms to deal with this situation. Specifically, adipocytes that are present in the layers surrounding peripheral nerves (i.e. epineurial adipocytes) can carry out lipolysis, potentially to provide supporting lipids when endogenous synthesis in Schwann cells fails (Montani et al., 2018) or might become limiting. In contrast, the CNS contains astrocytes which can provide horizontal lipid flux to OLs (Camargo et al., 2017). However, the specifics of qualitative (i.e. which lipid species are involved) and quantitative contributions, both spatially and temporally, are challenging open research questions. In addition, the relevance of such mechanisms to the maintenance of homeostatic physiology and in disease situations remain important topics to be investigated.

Given the relevance of efficient remyelination as a drug target in diseases such as multiple sclerosis (Cole et al., 2017; Franklin and Ffrench-Constant, 2017) and the currently clinically explored potential of biotin – an important regulator of FA synthesis – in multiple sclerosis treatment (Sedel et al., 2016), we were motivated to evaluate the significance of FA synthesis by OLs also in remyelination. To realize this goal, we used the focal lysolecithin-induced demyelinating-remyelinating lesion model in the spinal cord of transgenic mice after depleting FASN specifically in aOPCs. We show that de novo synthesis of FAs is crucial to sustain remyelinating aOPC-derived OLs and is ultimately required for successful remyelination. Specifically, we found that after being able to differentiate correctly, the number of aOPCs-derived OLs was substantially reduced in mutants compared to controls at onset of remyelination, persisting at later time points. Thus, endogenous FA synthesis appears to be pivotal to maintain survival of newly differentiated and mature aOPCs-derived OLs when myelination starts. At the myelin level, depletion of FASN in aOPCs and their progenies was associated with reduced numbers of remyelinated axons in mutants compared to controls from 14 dpl (first time point analyzed) up to 56 dpl (latest time point analyzed). This rather strong phenotype was not expected, since we anticipated that partial disruption of the blood-brain (-spinal cord) barrier in the lesioned CNS may lead to facilitated access of OLs to supplementary FA sources, that is from the pool of FAs in the blood, either directly or from increased horizontal flux from astrocytes (Camargo et al., 2017; Saher et al., 2012). Possibly, saturation of molecules mediating FA-uptake and/or unknown regulatory mechanisms might restrict the FA uptake capacity of OLs not allowing full compensation for the lack of endogenous synthesis. Such mechanisms may also be differentially regulated in lesioned versus intact tissue. Future studies in this context should be aimed at achieving a detailed understanding of the molecular mechanisms that regulate synthesis and trafficking of FAs in the normal and diseased CNS, with a particular emphasis on OLs, astrocytes and blood vessels, including endothelial cells and pericytes. Such knowledge is expected to broaden our understanding of the fundamental mechanisms that regulate developmental myelination, pathological states in diseases, and remyelination after injury (Chrast et al., 2011; Schmitt et al., 2015).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Fasnlox/lox*	PMID:16054078	MGI:3765070	Dr. Clay F. Semenkovich, Washington University, St. Louis USA
Genetic reagent (*M. musculus*)	*PdgfraCreERT2*	PMID:18849983	MGI:3832569	Dr. William D. Richardson, University College London, London UK
Genetic reagent (*M. musculus*)	*Olig2Cre*	Jackson Laboratory	Stock#:011103; MGI:3810299	PMID:18691547
Genetic reagent (*M. musculus*)	*Rosa26-loxPstoploxP-YFP*	Jackson Laboratory	Stock#:006148; MGI:3621481	PMID:11299042
Sequence-based reagent	Genotyping primer: Fasn forward	PMID:29434029		5'-GGATAGCTGTGTAGTGTAACCAT-3’
Sequence-based reagent	Genotyping primer: Fasn reverse	PMID:29434029		5’-GGTCACCCAGCAGGAAAGGGC- 3’
Sequence-based reagent	Genotyping primer: Cre forward	PMID: 29434029		5’-TTCCCGCAGAACCTGAAGATGTTCG-3’
Sequence-based reagent	Genotyping primer: Cre reverse	PMID: 29434029		5’-GGGTGTTATAAGCAATCCCCAGAAATG-3’
Sequence-based reagent	Genotyping primer: Rosa26-loxPstoploxP-YFP forward	PMID: 28522536		5’-AAAGTCGCTCTGAGTTGTTAT-3’
Sequence-based reagent	Genotyping primer: Rosa26-loxPstoploxP-YFP reverse transgenic	PMID: 28522536		5’-GCGAAGAGTTTGTCCTCAACC-3’
Sequence-based reagent	Genotyping primer: Rosa26-loxPstoploxP-YFP reverse wildtype	PMID: 28522536		5’-GGAGCGGGAGAAATGGATATG-3’
Sequence- based reagent	qRT-PCR primer: SOX10 Forward	This paper		5’-CCGACCAGTACCCTCACCT-3’
Sequence-based reagent	qRT-PCR primer: SOX10 Reverse	This paper		5’- TCAATGAAGGGGCGCTTGT-3’
Sequence-based reagent	qRT-PCR primer: MYRF Forward	This paper		5’-ATGGAGGTGGTGGACGAGAC-3’
Sequence-based reagent	qRT-PCR primer:MYRF Reverse	This paper		5’-GGCGTCCTCTTTGCCAATGT-3’
Sequence- based reagent	qRT-PCR primer: MBP Forward	This paper		5’-ACACGAGAACTACCCATTATGGC-3’
Sequence- based reagent	qRT-PCR primer: MBP Reverse	This paper		5’-CCAGCTAAATCTGCTGAGGGGA-3’
Sequence- based reagent	qRT-PCR primer: Actin Forward	PMID: 28880149		5’-GTCCACACCCGCCACC-3’
Sequence- based reagent	qRT-PCR primer: Actin Reverse	PMID: 28880149		5’-GGCCTCGTCACCCACATAG-3’
Antibody	Rabbit polyclonal anti-cleaved Caspase 3	Cell signaling Technology, Danvers, MA, USA	Cat# 9661; RRID:AB_2341188	1:500 dilution
Antibody	Mouse monoclonal anti-CC1	Merck Millipore, Billerica, MA, USA	Cat; # OP80; RRID:AB_2057371	Development: 1:200 dilution; Remyelination 1:300 dilution
Antibody	rabbit polyclonal anti-FASN	Abcam, UK	Cat# Ab22759; RRID:AB_732316	1:200 dilution
Antibody	Chicken polyclonal anti-GFP	Abcam, UK	Cat# Ab13970; RRID:AB_300798	1:1000 dilution
Antibody	mouse monoclonal anti-ki67	Dako Agilent, Santa Clara, CA, USA	Cat# m7249; clone MIB-5; RRID:AB_2250503	1:200 dilution
Antibody	rat monoclonal anti-MBP	Serotec/BioRad Laboratories, Hercules, CA, USA	Cat# MCA409S; RRID:AB_325004	Development: 1:200 dilution; Remyelination 1:300 dilution
Antibody	Goat polyclonal anti-Olig2	R and D Systems, Minneapolis, MN, USA	Cat# AF2418; RRID:AB_2157554	1:25 dilution
Antibody	mouse monoclonal anti-Olig2	Merck Millipore, Billerica, MA, USA	Cat# MABN50; clone 211F1.1; RRID:AB_10807410	1:1000 dilution
Antibody	rabbit polyclonal anti-Olig2	Merck Millipore, Billerica, MA, USA	Cat# AB9610; RRID:AB_570666	Development: 1:500 dilution; Remyelination 1:400 dilution
Antibody	Rabbit monoclonal anti-PDGFRα	Cell signaling Technology, Danvers, MA, USA	Cat# 3174; RRID:AB_2162345	1:500 dilution
Commercial assay or kit	Click-iT EdU Assay	Thermo Fisher Scientific, Waltham, MA, USA	Cat# C10337	
Commercial assay or kit	Mouse blocking reagent	Vector Laboratories, Burlingame, CA, USA	Cat# MKB-2213	
Commercial assay or kit	Streptavidin/Biotin blocking Kit	Vector Laboratories, Burlingame, CA, USA	Cat# SP-2002	
Commercial assay or kit	Qiagen MiniKit (RNeasy Mini Kit)	Qiagen, Hilden, Germany	Cat# 74104	
Commercial assay or kit	TruSeq Stranded mRNA Sample Prep Kit	Illumina, San Diego, CA, USA	Cat# 20020594	
Commercial assay or kit	Maxima RT-Kit	Thermo Fisher Scientific, Waltham, MA, USA	Cat# K1641	
Chemical compound, drug	Lysolecithin	Sigma-Aldrich, Sant Louis, MO, USA	Cat# L4129	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich, Sant Louis, MO, USA	Cat# T5648	
Chemical compound, drug	Lipid standards	Avanti Polar Lipids, Alabaster, AL, USA		
Software, algorithm	Lipid Data Analyzer software	PMID: 29058722		
Software, algorithm	Photoshop CS5 or CS6	Adobe		
Software, algorithm	FIJI	ImageJ (http://imagej.nih.gov/ij/)		
Software, algorithm	STAR Aligner(v2.5.1b)	PMID: 23104886		
Software, algorithm	RSEM (v1.2.22)	PMID: 21816040		
Software, algorithm	EdgeR	PMID: 19910308		
Software, algorithm	Metacore (vs6.33)	Thomson Reuters		
Other	Standard diet (STD)	KLIBA NAFAG, Provimi KLIBA, Switzerland	Cat# 3437	
Other	High fat diet (HFD)	KLIBA NAFAG, Provimi KLIBA, Switzerland	Cat# 2127	

### Contacts for reagents and resource sharing

Requests for further information and reagents may be directed to the corresponding author Ueli Suter (). *Fasn*^lox/lox^ mice are available from the Semenkovich laboratory after executing an MTA with Washington University. The *Pdgfr*α*CreERT2* mice are available from the Richardson laboratory after executing an MTA with the University College London. From Jackson Laboratory are available: *Olig2Cre* mice (JAX Stock #011103) and *Rosa26-loxPstoploxP-YFP* mice (JAX Stock #006148).

### FASN conditional knockout mice

For developmental studies, mice (*Mus musculus*) homozygous for the fatty acid synthase (*Fasn*) floxed allele (Chakravarthy et al., 2005) (Strain of origin: 129X1/SvJ, subsequently crossed with 129X1/SvJ * C57BL/6 * DBA) were crossed with mice expressing Cre recombinase under the control of the *Olig2* promoter (Schüller et al., 2008) (Strain of origin: C57BL/6) to obtain *Cre*^+^:*Fasn^lox/lox^* mutant mice, and *Fasn^lox/lox^* or *Fasn^lox/wt^* control mice. For experiments assessing recombination frequencies, a *Rosa26-loxPstoploxP-YFP* allele (Srinivas et al., 2001) (Strain of origin: C57BL/6) was included.

For remyelination studies, mice homozygous for the *Fasn* floxed allele (Chakravarthy et al., 2005) (Strain of origin: 129X1/SvJ, subsequently crossed with 129X1/SvJ * C57BL/6 * DBA) were crossed with reporter mice homozygous for the *Rosa26-loxPstoploxP-YFP* allele and with mice expressing CreERT2 recombinase, activatable upon tamoxifen injection, under the control of the *Pdgfr*α promoter (*Pdgfr*α*CreERT2)* (Rivers et al., 2008) (Strain of origin: C57BL/6). Control mice were *Pdgfr*α*CreERT2^+^:Rosa26-loxPstoploxP-YFP:FASN^wt/wt^* for immunohistochemical analysis and *Rosa26-loxPstoploxP-YFP:FASN^lox/lox^* for electron microscopy analysis. Mutant mice were *Pdgfr*α*CreERT2^+^:Rosa26-loxPstoploxP-YFP:FASN^lox/lox^* for all analyses. All mice were injected with tamoxifen. *Fasn* floxed mice were backcrossed for at least three generations to C57BL/6 background, and *Olig2Cre*, *Rosa26-loxPstoploxP-YFP* and *Pdgfr*α*CreERT2* mice were kept on a C57BL/6 background.

Both male and female mice were used throughout all experiments. Mice were group-caged, kept in a 12 hr light/dark cycle, with water and food provided ad libitum. Littermates and age-matched mice were assigned to experimental groups according to age and genotype. No method of randomization was applied. Animals were fed a standard (STD) (Cat# 3437, KLIBA NAFAG, Provimi KLIBA, Switzerland) or a high-fat diet (HFD) (Cat# 2127, KLIBA NAFAG, Provimi KLIBA, Switzerland), as previously described (Montani et al., 2018). Briefly, pregnant females were fed the high fat diet from gestational day 14 until weaning of the pups 3 weeks after birth. Pups were subsequently separated from the mother and kept on a high fat diet until being sacrificed at 40 days of age. Diets content of fatty acids (in percentage) in HFD vs. STD was: C12 0.03 vs. 0.002, C14 0.440 vs. 0.008, C15 0.000 vs. 0.002, C16 8.220 vs. 0.719, C17 0.000 vs. 0.004, C18 4.500 vs. 0.157, C20 0.020 vs. 0.010, C22 0.000 vs. 0.004, C24 0.000 vs. 0.012, C14:1 0.170 vs. 0.001, C16:1c7 1.000 vs. 0.052, C18:1c9 14.120 vs. 1.024, C20:1c9 0.000 vs. 0.013, C22:1c9 0.000 vs. 0.002, C18:2c9c12 4.810 vs. 2.107, C18:3c9c12c15 0.590 vs. 0.212, C20:4(n-6) 0.560 vs. 0.009, C22:5(n-3) 0.000 vs. 0.001. Cholesterol was present in the same percentage (0.030) in both HFD and STD.

Genotypes were determined by PCR on genomic DNA (*Fasn* primers: 5’-Forward GGATAGCTGTGTAGTGTAACCAT-3’, Reverse 5’-GGTCACCCAGCAGGAAAGGGC-3’; *Cre* primers: Forward 5’-TTCCCGCAGAACCTGAAGATGTTCG-3’, Reverse 5’-GGGTGTTATAAGCAATCCCCAGAAATG-3’, *Rosa26-loxPstoploxP-YFP* primers: Forward 5’-AAAGTCGCTCTGAGTTGTTAT-3’, Reverse transgenic 5’-GCGAAGAGT TTGTCCTCAACC-3’, Reverse wild type 5’-GGAGCGGGAGAAATGGATATG-3’). All animal experiments were performed with the approval and in strict accordance with the guidelines of the Zurich Cantonal Veterinary Office (ref ZH161/2014, ZH090/2017, ZH03/2012, ZH264/2014, ZH207/2017).

### Tamoxifen administration

CreERT2-mediated recombination in 8 to 10 week-old mice was induced by a single daily intraperitoneal injection of 2 mg tamoxifen (Cat# T5648, Sigma-Aldrich, Sant Louis, MO, USA; 20 mg/ml stock solution in sunflower oil containing 10% ethanol) over 5 consecutive days.

### Focal spinal cord demyelinating lesions

Four weeks after tamoxifen induction, demyelinated lesions were induced in the ventral funiculus of the thoracic spinal cord at intervertebral level T12/T13 as previously described (Fancy et al., 2011). Mice received a preoperative subcutaneous injection of 0.1 mg/kg (of body weight) of buprenorphine (Temgesic solution injectable 0.3 mg/ml, Indivior, Switzerland) in Ringer solution (Braun, Switzerland), and were anesthetized by isoflurane inhalation. A dorsal laminectomy was performed at the T12/T13 level, and the dura pierced with an acupuncture needle. 1 µl of 1% lysolecithin (Cat# L4129, Sigma-aldrich, Sant Louis, MO, USA) in 1x PBS, pH 7.4, was injected hemilaterally in the ventral funiculus at a rate of 0.5 µl per minute, with a glass needle coupled to a Hamilton syringe, via a three-way micromanipulator (Narishige, Japan). The overlaying musculature was sutured, and wound clips were applied to close the skin above. Animals were allowed to recover on a heating pad at 37°C. Animals received twice daily a subcutaneous injection of 0.1 mg/kg (of body weight) of buprenorphine (Temgesic solution injectable 0.3 mg/ml, Indivior, Switzerland) for two days following the injury. For additional analgesic treatment, animals were supplied with *ad libitum* 0.01 mg/ml buprenorphine (Temgesic solution injectable 0.3 mg/ml, Indivior, Switzerland) in drinking water for three days following injury.

### TEM and SEM microscopy

Mice were anaesthetized by terminal intraperitoneal injection of pentobarbital, 10% in saline solution (0.9% NaCl) (Eskonarkon, Streuli Pharma, Switzerland). Mice were intracardially perfused with 0.1M phosphate buffer (PB) pH 7.4, followed by a 2.5% glutaraldehyde/4% paraformaldehyde solution in 0.1M PB. After dehydration through an acetone series, tissues were post-fixed in 2% osmium tetroxide overnight, and embedded in Spurr’s resin (Electron Microscopy Sciences, Hatfield, PA, USA). Ultrathin sections were cut on a Leica UC-7 (Leica microsystems, Germany) or a Reichert-Jung Ultra cut E ultramicrotome (Leica microsystems, Germany, 65 nm-thick for transmission electron microscopy (TEM) or 99 nm-thick for scanning electron microscopy (TEM)). Sections transferred onto copper grids with a carbon film (Electron Microscopy Sciences, Hatfield, PA, USA) for TEM or ITO coverslips (Optic Balzers, Germany) for SEM, were counterstained with 2% uranyl acetate and 1% lead citrate. Images were acquired with a Morgagni 268 (FEI) for TEM, for analysis of developmental myelination. For reconstruction of entire lesion areas for the remyelination analysis, SEM was used. Images were acquired using the in-lens detector of a Merlin FEG SEM (Zeiss, Germany) operating at 2 KeV, attached to the ATLAS module (Zeiss, Germany). The entire lesion area was imaged as multiple individual images, with overlap between adjacent ones. Alignment and merging of these images was performed using FIJI (ImageJ) and Photoshop CS5 or CS6 (Adobe). Brightness and contrast of EM images were adjusted for optimal detection of the structures.

### Antibodies

The following antibodies were used: Rabbit anti-cleaved Caspase 3 (IHC 1:500, Cat# 9661, Cell signaling Technology, Danvers, MA, USA; RRID:AB_2341188), mouse anti-CC1 (IHC 1:200 in the analysis of development, 1:300 in the analysis of remyelination, Cat# OP80, Merck Millipore, Billerica, MA, USA; RRID:AB_2057371), rabbit anti-FASN (IHC 1:200, Cat# Ab22759, Abcam, UK; RRID:AB_732316), chicken anti-GFP (IHC 1:1000, Cat# Ab13970, Abcam, UK; RRID:AB_300798), mouse anti-ki67 (IHC 1:200, Cat# m7249, clone MIB-5, Dako Agilent, Santa Clara, CA, USA; RRID:AB_2250503), rat anti-MBP (IHC 1:200 in the analysis of development, IHC 1:300 in the analysis of remyelination, Cat# MCA409S, Serotec/BioRad Laboratories, Hercules, CA, USA; RRID:AB_325004), goat anti-Olig2 (IHC 1:25, Cat# AF2418, R and D Systems, Minneapolis, MN, USA; RRID:AB_2157554; biotinylated), mouse anti-Olig2 (IHC 1:1000, clone 211F1.1, Cat# MABN50, Merck Millipore, Billerica, MA, USA; RRID:AB_10807410), rabbit anti-Olig2 (IHC 1:500 in the analysis of development, IHC 1:400 in the analysis of remyelination, Cat# AB9610, Merck Millipore, Billerica, MA, USA; RRID:AB_570666), rabbit anti-PDGFRα (IHC 1:500, Cat# 3174, Cell signaling Technology, Danvers, MA, USA; RRID:AB_2162345), donkey anti-chicken Alexa488 (IHC 1:1000, Cat# 703-545-155, Jackson ImmunoResearch, West Grove, PA, USA; RRID:AB_2340375), goat anti-mouse Alexa488 (IHC 1:300, Cat# A11029, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_138404), donkey anti-mouse Alexa546 (IHC 1:1000, Cat# A10036, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_2534012), goat anti-mouse Alexa546 (IHC 1:1000, Cat# A11030, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_144695), goat anti-mouse Alexa647 (IHC 1:1000, Cat# A21237, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_1500743), donkey anti-rabbit Alexa488 (IHC 1:1000, Cat# A21206, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_2535792), donkey anti-rabbit Alexa647 (IHC 1:1000, Cat# A31573, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_2536183), goat anti-rabbit Alexa546 (IHC 1:1000, Cat# A11035, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_143051), goat anti-rabbit Alexa594 (IHC 1:300, Cat# A11012, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_141359), goat anti-rabbit Alexa647 (IHC 1:1000, Cat# A21244, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_141663), goat anti-rat Alexa647 (IHC 1:300, Cat# A21247, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_141778), Streptavidin-Alexa647 (IHC 1:1000, Cat# S21374, Thermo Fisher Scientific, Waltham, MA, USA; RRID:AB_2336066).

### Immunostaining

Cell proliferation was analyzed using the Click-iT EdU Assay (Invitrogen), according to manufacturer’s protocol. Mice received a single intraperitoneal injection of EdU (50 mg/Kg of weight) and the tissue of interest was harvested 2 hr after the injection.

Mice were anaesthetized by terminal intraperitoneal injection of pentobarbital, 10% in saline solution (0.9% NaCl) (Eskonarkon, Streuli Pharma, Switzerland). Mice were intracardially perfused with 1x PBS pH 7.4, followed by 4% paraformaldehyde, 5% sucrose in 1x PBS. Dissected tissues were post-fixed in 4% paraformaldehyde, 5% sucrose in 1x PBS overnight at 4°C and cryoprotected in 30% sucrose in PBS for 24 hr at 4°C. Tissues embedded in O.C.T. Tissue Tek (Sakura, The Netherlands) were cut on a cryostat in 10 µm sections with distance between serial sections of 100 µm, and transferred to SuperFrost Plus (Thermo Fisher Scientific, Waltham, MA, USA) coated slides. Slides were stored at −80°C until further use.

For immunostaining, slides were defrosted at room temperature (RT) for at least 30 min and rinsed 3x with 1% Triton X-100 in 1x PBS. Blocking and permeabilization was done with 1% Triton X-100, 10% goat or donkey serum, in 1x PBS for 30 min. Sections were incubated with primary antibodies, diluted in blocking solution, overnight at 4°C. The following day, sections were washed 3 × 10 min with 0.1% Triton X-100 in 1x PBS and incubated with secondary antibodies, diluted in blocking solution, for 2 hr at RT. Sections were washed twice with 0.1% Triton X-100 in 1x PBS, and incubated with 4′,6′-diamidino-2-phenylindole (DAPI) for 10 min. After a last 10 min wash with 1x PBS, sections were coverslipped with ImmuMount (Thermo Fisher Scientific, Waltham, MA, USA). For CC1, cleaved caspase 3, and Ki67 stainings, an antigen retrieval step was added to the above protocol. Briefly, after thawing slides were incubated in a pre-heated antigen retrieval solution in a water bath for 20 min (for analysis of development: Sodium citrate buffer (10 mM Tri-sodium citrate dehydrate, 0.05% Tween-20, pH 6.0) incubated at 95°C, for analysis of remyelination Tris-EDTA buffer (10 mM Trizma Base (Sigma-aldrich, St Louis, MI, USA), 1 mM EDTA, 0.05% Tween-20, pH 9.0) incubated at 86°C). For stainings with mouse anti-CC1 antibody performed for the analysis of remyelination, sections were next incubated with mouse blocking reagent (Cat# MKB-2213, Vector Laboratories, Burlingame, CA, USA) for 1 hr at RT followed by primary antibody incubation and further processed according to manufacturer’s recommendations in 1% Triton X-100 in 1x PBS to prevent cross-reaction of anti-mouse secondary antibodies with endogenous antibodies.

For stainings with biotinylated anti-Olig2 antibody, sections were treated with a Streptavidin/Biotin blocking Kit (Cat# SP-2002, Vector Laboratories, Burlingame, CA, USA) according to the manufacturer’s protocol.

### Lipid analysis

For lipidomic analysis, myelin from spinal cords dissected from P60 control and mutant mice was isolated by sucrose density gradient centrifugation, as described previously (Larocca and Norton, 2007). Briefly, spinal cords were transferred in suspension buffer (0.3 M sucrose containing as adjuvants 20 mM Tris-HCl pH 7.4, 1 mM EDTA, 1 mM DTT, 100 µM phenylmethylsulfonyl fluoride (PMSF), 10 µg/ml leupeptin, and 10 µg/ml antipain) and tissue disrupted in a glass and stainless steel homogenizer. The homogenate was layered onto a 0.83 M sucrose solution with the same adjuvants, and centrifuged at 75000 g for 30 min at RT. The obtained white band of crude myelin membranes was collected and subjected to three cycles of osmotic shock in 20 mM Tris-HCl pH 7.4 with adjuvants, 1x at 75000 g and 2x at 12000 g at 4°C. Myelin pellets were resuspended in suspension buffer and subjected to a repetition of density centrifugation and osmotic shock. Finally, obtained myelin pellets were resuspended in 0.83 M sucrose solution with adjuvants. This was overlaid with suspension buffer and centrifuged at 75000 g for 30 min at 4°C. The myelin fraction was subjected to a last repetition of osmotic shock and the pellet resuspended in Tris-HCl buffer and immediately frozen in liquid nitrogen. Purified myelin was stored at −80°C until further processing.

Lipid standards were obtained from Avanti Polar Lipids (Alabaster, AL, USA). Analysis of lipid species was performed according to published methods (Fauland et al., 2011; Triebl et al., 2017). Samples were extracted with methyl tert-butyl ether (MTBE) (Matyash et al., 2008). Lipid extracts were evaporated and resuspended in 1 ml chloroform/methanol (1/1; v/v). Each lipid extract was then split for analysis of total fatty acids (350 µl), positive ESI LC-MS/MS (18 µl) and negative ESI LC-MS/MS (18 µl). Lipid extracts for LC-MS/MS analysis were evaporated, spiked with a mix of quantitative LIPID MAPS internal standards and 2 µl of spiked samples were injected onto a Thermo 1.9 µm Hypersil GOLD C8, 100 × 1 mm HPLC column mounted in an Dionex Ultimate 3000 UHPLC instrument (Thermo Fisher Scientific). Data acquisition was performed by Orbitrap Velos Pro (Thermo Fisher Scientific) full scans at a resolution of 100 k and <5 ppm mass accuracy with external calibration. Nominal mass resolution product ion spectra were acquired in preview mode at the LTQ. A chromatography with Electron Impact Mass Spectrometry (GC-EI/MS) of Total fatty acids (free + esterified) were determined by gas chromatography - electron impact mass spectrometry (GC-EI/MS). Lipid extracts were dried and suspended in 1 ml methanolic NaOH. After 10 min incubation at 80°C, samples were cooled for 5 min on ice. Then, 1 ml BF_3_ was added and incubated for 10 min at 80°C. Fatty acid methyl esters were extracted with 1 ml saturated NaCl and 2 ml hexane. The hexane phase was dried and methyl esters dissolved in 1.5 ml hexane. A Trace-DSQ GC-MS (Thermo Fisher Scientific) equipped with a 30 m column (model TR-FAME, Thermo Fisher Scientific) was used for analysis. Helium was used as carrier gas at a flow of 1.3 ml/min, in split mode, at 250°C injector temperature. Initial oven temperature of 150°C was held for 0.5 min and then temperature was increased to 180°C at a rate of 10 °C/min. This was followed by a further increase to 190°C at a rate of 0.5 °C/min and then increased to 250°C at a rate of 40 °C/min and kept for 3 min. The mass spectrometer was run in EI mode and fatty acids were detected in full scan of m/z 80–400. Source temperature was set to 250°C and the transfer line temperature to 200°C. Internal standards used in LC-MS were (product number, lipid shorthand nomenclature, amount/sample): LM-1100, PE 12:0/13:0, 160 pmol; LM-1102, PE 17:0/20:4, 160 pmol; LM-1103, PE 21:0/22:6, 160 pmol; LM-1104, PE 17:0/14:1, 160 pmol; LM-1302, PS 17:0/20:4, 240 pmol; LM-1300, PS 12:0/13:0, 240 pmol; LM-1304, PS 17:0/14:1, 240 pmol; LM-1000, PC 12:0/13:0, 200 pmol; LM-1002, PC 17:0/20:4, 200 pmol; LM-1003, PC 21:0/22:6, 200 pmol; LM-1004, PC 17:0/14:1, 200 pmol; LM-1601, LPC 17:1, 80 pmol; LM-6002, sphingolipid mix, 120 pmol; LM-1500, PI 12:0/13:0, 320 pmol; LM-1502, PI 17:0/20:4, 320 pmol; LM-1504, PI 17:0/14:1, 320 pmol.

LC = liquid chromatography, ESI = electrospray ionization, MS = mass spectrometry, FT-ICR = Fourier transform ion cyclotron resonance, GC = gas chromatography, EI = electron impact, DSQ = dual stage quadrupole, m/z = mass/ charge number, LM-n = Lipid Maps-ID number, PE = phosphatidylethanolamine, PS = phosphatidylserine, PC = phosphatidylcholine, PI = phosphatidylinositol.

Data were processed by Lipid Data Analyzer software as previously described (Hartler et al., 2017), relying on exact mass, retention time and MS/MS spectra. Annotation of lipid species followed the shorthand nomenclature of the International Lipid Classification and Nomenclature Committee (Liebisch et al., 2013). During lipid extraction procedure, the fraction containing proteins was lyophilized. Proteins were dissolved in lysis buffer (1% Rapigest (Waters/Millipore, Billerica, MA, USA), Tris pH 7.4, 0.1 mM EDTA) and quantified on a Nanodrop Lite (Nanodrop Technologies, Thermo Fisher Scientific) spectrophotometer. Lipid amounts were normalized to the sample total protein content.

### Sequencing

Total RNA was isolated with a Qiagen MiniKit according to manufacturer’s protocols, quantity and quality were determined with Nanodrop Lite (NanoDrop Technologies, Thermo Fisher Scientific), Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and Bioanalyzer 2100 (Agilent, Santa Clara, CA). The TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) was used in the succeeding steps. Briefly, poly-A containing RNA molecules were purified from the total RNA samples (100 ng) using oligo-dT attached magnetic beads. Isolated RNA was reverse-transcribed into double-stranded cDNA, with actinomycin added during first-strand synthesis. The cDNA samples were fragmented, end repaired and polyadenylated before ligation of TruSeq adapters. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit 2.0 Fluorometer and Bioanalyzer 2100. The product is a smear with an average fragment size of approximately 360 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH 8.5 with 0.1% Tween-20. Sequencing was performed on an Illumina HiSeq 4000 in single end 125 bp mode. The raw reads were first cleaned by removing adapter sequences, trimming low quality ends, and filtering reads with low quality (phred quality <20). Read-alignment was done with STAR (v2.5.1b). Ensembl genome build GRCm38 was used as reference and gene annotations downloaded on 2015-06-25 from Ensembl. Applied STAR alignment options were: OutFilterType BySJout, outFilter MatchNmin30, outFilter Mismatch Nmax10, outFilter MismatchNoverLmax0.05, alignSJDB overhangMin1, aligns overhangMin8, alignIntron Max1000000, alignMatesGap Max1000000, outFilterMultimapN max50. Quantification of gene level expression was carried out using RSEM (v1.2.22) (Li and Dewey, 2011). 

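The reads recovered from the normalized counts, rounded to whole numbers, allowed count models to be fitted beside the test on FPKM. With the likelihood ratio test of edgeR and TMM normalization on 15123 genes, 1332 genes had an adjusted p under 0.05, 742 of them higher and 590 lower in mutant nerves, and 358 of the 363 genes from FPKM were among them. The quasi-likelihood test of edgeR, which adds the uncertainty of the dispersion of each gene and was added after the values had been seen, gave 422 genes (177 higher, 245 lower), with 308 shared. The Wald test of DESeq2 gave 1677 genes, 903 higher and 774 lower, with 360 shared.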

Differential expression was computed using the generalized linear model implemented in the Bioconductor package EdgeR (Robinson et al., 2010). To correct for multiple testing, the Benjamini-Hochberg algorithm was applied and adjusted p-values computed. 

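The share of genes with higher expression among those past the threshold changed with the scaling of the samples. It was 48.2% with FPKM as deposited, 37.2% of 341 genes with FPKM scaled by RLE size factors and 36.5% of 359 genes with TMM factors, the latter added after the values had been seen. It was 76.8% with the sample number as a block. A pseudocount of 0.1 in place of 0.5 gave 364 genes and a minimum of 10 reads in every sample gave 344. At an adjusted p under 0.01, 7 genes remained, of which 2 were higher and 5 lower.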

Only significantly differentially expressed transcripts (FDR ≤ 0.05, no fold change threshold) were loaded onto Metacore (vs6.33) for enrichment analysis of GeneOntology processes and Metacore pathways.

### qRT-PCR

Total RNA was isolated with a Qiagen MiniKit according to the manufacturer’s protocols; quantity and quality were determined with Nanodrop Lite (NanoDrop Technologies). RNA samples were reverse-transcribed to cDNA with oligo(dT) random primers in the presence of RNaseOUT (Thermo Fisher Scientific, Waltham, MA, USA) with the Maxima RT kit (Thermo Fisher Scientific, Waltham, MA, USA). Targeted sequences were amplified with exon/exon boundary-spanning probes and detected by measurement of SYBRgreen on a LightCycler 480 (Roche, Switzerland). Cp values were determined with the LightCycler 480 software (Roche, Switzerland). Primers used were: SOX10 Forward 5’-CCGACCAGTACCCTCACCT-3’, Reverse 5’-TCAATGAAGGGGCGCTTGT-3’, MYRF Forward 5’-ATGGAGGTGGTGGACGAGAC-3’, Reverse 5’-GGCGTCCTCTTTGCCAATGT-3’, MBP Forward 5’-ACACGAGAACTACCCATTATGGC-3’, Reverse 5’-CCAGCTAAATCTGCTGAGGGGA-3’, Actin Forward 5’-GTCCACACCCGCCACC-3’, Reverse 5’-GGCCTCGTCACCCACATAG-3’.

### Statistical analysis

All experiments were quantified blindly to the genotype and treatment group. Statistics were analyzed using GraphPad Prism vs6.01. Data were assumed to be normally distributed, but not formally tested. Variance was assumed to be equal between groups of data. No statistical methods were used to predetermine sample size, but our sample sizes are similar than those generally employed in the field. Statistical significance was determined using an unpaired two-tailed two sample Student’s t-test for two group comparisons. Multiple groups analysis was performed with analysis of variance (ANOVA) and post-hoc test as detailed in text and figures. Data show mean ±SEM. Significance was set at p<0.05 *, p<0.01 **, p<0.001 ***.

### Data availability

RNA-sequencing data are available on NCBI’s GEO database, accession number GSE112725.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE112725. All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for Figure 5. The following dataset was generated: MontaniL2018Role of fatty acid synthase in oligodendrocyte myelinationNCBI Gene Expression OmnibusGSE112725

How the deposited data were processed for this re-analysis (not part of the article)

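RNA was measured in P14 optic nerves of 4 control mice and 3 mutant mice, and the samples were assigned to genotype and replicate number by their labels, which match the numbers of mice in the legend of Fig. 5. Libraries were prepared with a stranded mRNA kit and sequenced in single end mode. The authors trimmed and filtered the reads, aligned them with STAR to GRCm38 with Ensembl annotation, and estimated the level of each gene with RSEM. They tested differences with the generalized linear model of edgeR, adjusted by Benjamini-Hochberg, and loaded genes with an FDR of at most 0.05 into Metacore.

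The authors deposited 1 table of 22880 genes, with 14 columns of values of single samples, 1 of each kind for each of the 7 samples, all of which were used. The first kind of value is a normalized count, a signal per gene that the authors made by dividing the estimated count of RSEM by a size factor for each sample, whose method the paper's text does not name. The second kind is an FPKM value, which the authors derived from the same counts by gene length and library size. The deposited FPKM values differed from those recomputed from the normalized counts and lengths by at most 0.284%. The table also holds the authors' log2 fold change between mutant and control and their p-value and FDR, which were used only beside values computed here. The GC content of each gene is deposited as a fraction, in a column of the authors' annotation. GeneOntology processes were read from the same table. Coordinates are those of the table, on GRCm38. The paper's text names the stranded kit but not whether the counting used the strand, so genes that overlap a gene on the other strand are named with that gene. Some genes and overlaps are not reported here.

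The comparison had been planned for counts with the quasi-likelihood test of edgeR, with a test on FPKM if no counts were given. The table held normalized values and no raw counts, so the second plan was used. The test was limma-trend on log2(FPKM + 0.5), for genes with an FPKM of at least 0.5 in at least 3 samples, with all 7 samples and genotype as the only term. Benjamini-Hochberg adjustment ran over 13866 genes, with a threshold of 0.05. A fold change is on the scale of log2(FPKM + 0.5) and understates the change of genes near the minimum. The most frequent step between low normalized counts gave the value of 1 read in each sample, a procedure tested on 3 simulated libraries, and the reads were recovered by dividing by it and rounding to whole numbers. By this measure 69.9% to 75.9% of the values of 0.5 to 10 reads were whole. The recovered totals ran from 27457797 to 43461713 reads and were used for depth and for the count tests in edgeR and DESeq2. Replicates of a genotype differed by more than the sampling noise of the reads, with a median chi-square per gene between 2.14 and 6.34 over the pairs of samples, so each was kept as its own sample. With 4 samples against 3, an exact permutation test of a single value can give no p below 0.0286 one-sided or 0.0571 two-sided, so it cannot reach 0.05 two-sided.

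Gene lists were tested with camera in limma, with a preset inter-gene correlation of 0.01 and adjustment over 17 lists. Of these, 3 are the paper's groups of genes in Fig. 5c, which the study chose on these samples. The other lists were written by hand before the values per sample were there but after the first genes of the study's source data had been seen. They cover myelin components, transcriptional and epigenetic regulators, cytoskeleton, adhesion and extracellular matrix, OPCs, newly formed OLs, mature OLs, astrocytes, microglia, endothelial cells, meningeal fibroblasts, cholesterol synthesis, fatty acid synthesis and fatty acid uptake. Of the 17 lists, 12 passed with camera, 10 with fry and 4 with an estimated correlation. The score of a list is the mean of log2(FPKM + 0.5) over its genes, relative to the control mean. The GeneOntology processes of Fig. 5a,b with at least 10 annotated genes were tested with Fisher's exact test and camera, adjusted over the processes, a test chosen after the data had been seen.

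The rule for naming genes takes Fasn, every gene the paper names in its text on RNA-seq and in Fig. 5c, genes of the lists where a list is discussed, Ptdss1 and Ptdss2, 4 genes of the Y chromosome, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 2 CPM and groups that do not overlap, and the 5 smallest p-values in each direction. Within the lists, the genes named singly were picked after their values had been seen.

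The labels number the samples of each genotype, without saying what a number stands for. Samples of the same number deviated from their group means together, with correlations across genes of 0.168 to 0.409 over 3 pairs, whereas samples of different numbers had -0.353 to 0.205. These ranges overlap, since control sample 4 with mutant sample 1 had 0.205 and control sample 1 with mutant sample 1 had 0.168. Pairing by number was therefore an assumption, and a fit with the number as a block was run beside the one without it. Control sample 4 has no mutant sample of its number, so the blocked fold changes come from the 3 pairs and equal those without control sample 4.

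The design, the test on FPKM as a fallback, the rule for names and the alternatives were set before the data were examined, apart from the quasi-likelihood test on recovered reads, scaling by TMM factors and the GeneOntology processes, which were chosen after seeing the data. The alternatives were the likelihood ratio test of edgeR and the Wald test of DESeq2 on recovered reads, scaling by RLE size factors, genes with at least 1 read in any sample, genes with at least 10 reads in every sample, a pseudocount of 0.1, an adjusted p under 0.01, the replicate block, fry, an estimated correlation, and each sample left out in turn. In counts simulated for these genes, limma-trend recovered 100% of 199 changed genes among 13858, with 7.44% of its calls false, and 0 of 100 random sets passed. Only genes with many reads were changed, with the same dispersion for every gene. The simulated changes were all larger than those of the MFOL markers (-0.72 to -0.27), so the power for changes of that size was not measured. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's source data table and the Metacore gene sets were not used here.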

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

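Of the tests in this part, those on microglia, on the gap between astrocytes and microglia, on meningeal tissue and on Klk6 were chosen only after the result was seen, and for meningeal tissue the values that would count against it were settled after seeing them too.

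In 13 of 96 values checked in the control group, 1 control sample stood apart from the other 3, with a gap to its nearest neighbour above 0.829 of the whole range. By chance about 4.8 such values are expected, but the genes share samples and many are of one lineage, so the checks are not independent. Control sample 1 was apart for Sirt2 (0.924), Cnp (0.847), Prom1 (0.830), St8sia3 (0.837), Id2 (0.911) and Ptdss1 (0.890). It was the lowest control in Sirt2 and Cnp and the highest in the others. Control sample 2 was apart and lowest in Adamts4 (0.923) and the cytoskeleton list (0.838), control sample 3 was lowest in Sp7 (0.868) and highest in the list of MOL markers (0.897) and the mature OL list (0.875), and control sample 4 was lowest in Rras2 (0.833) and highest in the microglia list (0.882). Without the sample in question, Sirt2 (-0.61), St8sia3 (-0.40), Cnp (-0.48) and Sp7 (-1.06) no longer passed the threshold. This was not specific to that sample, as Sirt2, St8sia3 and Cnp fell short in every fit that left out 1 sample except that without mutant sample 2, and Sp7 also without control sample 2 or mutant sample 3. The microglia list passed without control sample 4, with a median log2 fold change of 0.2173. Prom1 (-0.38), Ptdss1 (0.05) and the mature OL list (0.07) stayed short of it, and the others stayed past it. No technical or biological explanation was tested for a single control sample. The labels name no difference between control mice, but genes of the Y chromosome differed. Ddx3y had 0.0568 and 0.0448 FPKM in control samples 1 and 2 and 42.1 and 40.0 FPKM in control samples 3 and 4. Whether this bears on the samples that stood apart was not tested.

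The list of astrocyte genes rose in mutant nerves, which the paper does not report, with a median log2 fold change of 0.53 (adjusted p = 1.35e-07 from limma's camera). All 12 genes were higher, by 0.13 to 0.85, and Gja1, Aldoc, Slc1a2 and Aldh1l1 passed singly, although none of these did without mutant sample 3. The most abundant, Gfap, went from 1520 to 1956 FPKM, and its rise of 0.36 did not pass. The list passed with fry but not with an estimated correlation. The scores of the mutant samples (0.36 to 0.66) were above those of the control samples (-0.08 to 0.11). Microglia genes rose less, with a median of 0.12 (adjusted p = 0.121 from limma's camera), 13 of 14 higher and none past the threshold. That list passed without mutant sample 1 (0.24) and without control sample 4 (0.22), and its median was 0.08 without mutant sample 3. With the replicate block it passed at the same median of 0.22, which is no separate evidence, since control sample 4 has no mutant sample of its number and adds nothing to the blocked estimate. The difference of astrocyte minus microglia score was 0.37 ± 0.0301 (SD, n = 3) in mutant samples, with control samples between -0.08 and 0.06. A lower share of OL lineage RNA alone would raise the genes of all other cells alike, which this gap argues against. More RNA from astrocytes in the mutant nerves is consistent with the rise of Glul and Sepp1 among the MOL markers, which is no larger than that of the astrocyte list at 0.5261, whereas microglia at 0.1219 rose by less than Glul and Sepp1 by more than their standard errors. Klk6 rose by 0.5022 more than the astrocyte gene with the largest change, which argues against astrocytes as the whole cause for Klk6. Whether astrocytes were more numerous or expressed more of these genes stays open, and a response to the impaired myelination stays open as an untested biological explanation.

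Genes of meningeal fibroblasts were higher by a median of 0.57 (adjusted p = 3.23e-04 from limma's camera), with all 11 genes higher and none past the threshold singly. The list did not pass with fry or with an estimated correlation. The score varied within each genotype, from -0.37 to 0.33 in control samples and from 0.26 to 1.08 in mutant samples, and the control and mutant ranges overlap. Mutant sample 1 stood highest, and without it the median was 0.32. Col1a2 (318.6 to 499.8 FPKM) and Igf2 (1302 to 1911 FPKM) were among the most abundant. Such a pattern could come from more meninges left on the mutant nerves at dissection, which the score measures only in part. With the score as a covariate, 10 genes passed in place of 363. The score is partly confounded with genotype, so this fall in number alone cannot tell more meninges from the genotype. With the covariate the median was 0.542 for the astrocyte list and -0.3756 for newly formed OLs, against 0.5261 and -0.4217 without it. For these 2 lists this argues against more meninges, as far as the score measures it, as the whole cause. For the markers of MFOLs the explanation is argued against, since their median stayed at -0.4001 with the covariate, with all 24 lower and the set past 0.05 with camera (adjusted p = 1.88e-19), fry (p = 0.00160) and an estimated correlation (p = 0.0132), all in limma, although none of the 24 passed singly in that fit. Endothelial genes were higher by a median of 0.32 (adjusted p = 9.01e-05 from limma's camera), with 12 of 12 higher, none past the threshold singly, and the set past the threshold with fry but not with an estimated correlation. Their score minus that of microglia was between -0.28 and 0.18 in control samples and between 0.03 and 0.43 in mutant samples, which overlap (exact permutation test, two-sided p = 0.343).

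Genes of fatty acid synthesis besides Fasn were higher by a median of 0.25 (adjusted p = 0.0394 from limma's camera), with 11 of 16 genes higher. The mutant scores (0.06 to 0.26) were above the control scores (-0.04 to 0.05). Scd1 (0.56, standard error 0.119, adjusted p = 0.0480) and Thrsp (0.45, standard error 0.0872, adjusted p = 0.0388) passed singly in limma-trend, and neither did without mutant sample 3. The list did not pass with fry, with an estimated correlation, in the edgeR tests, or with RLE or TMM scaling. It also did not pass without control sample 3 (0.24), control sample 4 (0.24) or mutant sample 2 (0.18), nor with the replicate block, whose estimate is that without control sample 4. A response of the pathway to the loss of Fasn is 1 hypothesis and a rise of the astrocyte share is another, and neither was tested for these genes. OPC genes were lower by a median of -0.25 (adjusted p = 1.38e-04 from limma's camera), with 9 of 12 lower and Cspg4, Vcan and Neu4 past the threshold, none of them without mutant sample 3. Pdgfra changed by -0.14 (standard error 0.131, adjusted p = 0.537 from limma-trend) with overlapping groups. The OPC list passed with fry and not with an estimated correlation. No explanation was tested for it.

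Among the largest changes past the threshold, the paper names Fasn and Klk6 and does not discuss the following genes. Synpr rose by 1.47, from 1.93 ± 0.400 FPKM (SD, n = 4) to 6.33 ± 1.88 FPKM (SD, n = 3). Gdf10 rose by 0.89, Pygm by 0.83 and Aph1c by 0.88, the last near the minimum level and possibly sharing reads with a paralog. Casr changed by -1.17, Grm4 by -1.08, Il23a by -1.02 and Sp7 by -1.01, with control sample 3 below the other controls for Sp7. Il23a, which fell from 20.5 ± 2.10 FPKM (SD, n = 4) to 9.85 ± 0.257 FPKM (SD, n = 3), passed in each of the 7 fits that left out 1 sample. The others did not pass without mutant sample 3. In that fit their values were 1.31 for Synpr, 0.96 for Gdf10, 0.90 for Aph1c, 0.78 for Pygm, -1.22 for Casr, -0.93 for Grm4 and -0.87 for Sp7. Casr also fell short without control sample 3 (-1.13), Sp7 without control sample 2 (-0.99) or 3, and Synpr without control sample 1 (1.38), 2 (1.54) or 3 (1.53). Gdf10 passed only without mutant sample 1 or 2, Aph1c and Pygm only without mutant sample 2, and Grm4 only without mutant sample 1. Grm4 also fell short with the replicate block (-0.96), and Gdf10, Aph1c, Pygm and Grm4 with all genes of at least 1 read in the test. Which cells these transcripts come from was not tested.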

How the results depend on the processing

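The GeneOntology tests, scaling by TMM factors and the quasi-likelihood test were chosen only after the result was seen. Scaling by library size alone and a pseudocount of 0.5 are already part of the FPKM test, so they give no separate values.

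Fasn kept its direction and passed the threshold in every alternative. The number of genes past the threshold, 363 (175 higher, 188 lower), changed most with the test and with single samples. The likelihood ratio test of edgeR on recovered reads gave 1332 genes (742 higher, 590 lower) and 32 genes of Fig. 5c, and DESeq2 gave 1677 (903 higher, 774 lower) and 33. With all genes of at least 1 read, 158 passed (65 higher, 93 lower), 10 of them of Fig. 5c, where 18783 genes entered the adjustment. At an adjusted p under 0.01, 7 passed (2 higher, 5 lower). The replicate block gave 1159 genes, 890 of them higher. RLE and TMM scaling lowered the share of higher genes from 48.2% to 37.2% and 36.5%, and moved the median of all genes from 0.05 to 0.00. Across the 7 fits that each left out 1 sample, from 6 to 907 genes passed, 1 to 563 higher and 4 to 344 lower, with 0 to 28 genes of Fig. 5c. The lowest counts came without control sample 3 or mutant sample 3 and the highest without mutant sample 2. Beyond the fewer samples, the cause was not tested.

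With the likelihood ratio test the median of the adhesion list was -0.0001, of fatty acid synthesis 0.21 (not past the threshold), of fatty acid uptake -0.0001 and of regulation of cell proliferation 0.071 (past it), and Ptdss1 was at -0.0279 and Ptdss2 at -0.0039. With DESeq2 the adhesion list was at -0.0015, regulation of cell proliferation at 0.0693, Ptdss1 at -0.0288 and Ptdss2 at -0.0050. RLE scaling gave -0.0149 for adhesion, 0.2029 for fatty acid synthesis, -0.0340 for fatty acid uptake, 0.0615 for cell proliferation, -0.0275 for Ptdss1 and -0.0024 for Ptdss2. TMM scaling gave -0.0162, 0.2017, -0.0353, 0.0602, -0.0287 and -0.0037 for the same results, and the quasi-likelihood test -0.0001, 0.2079, -0.0011, 0.0713, -0.0277 and -0.0038. With at least 10 reads in every sample the adhesion list, at 0.0348, passed, and with at least 1 read cell proliferation, at 0.0975, did. Cell proliferation also passed with DESeq2, RLE scaling, TMM scaling and the quasi-likelihood test. In the main test it was at 0.1087 and did not pass (adjusted p = 0.0678 from limma's camera). The cause was not tested.

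The numbers were taken to pair the samples, which no label states. Control sample 4 has no pair, so all 99 log2 values with the replicate block equal those without that sample, and these fits differ in the error. With the block microglia (0.2173) and cell proliferation (0.1176) passed and fatty acid synthesis (0.2369) did not. With it Sepp1, Mag, Cnp, Gsn, Cadm4 and Grm4 no longer passed, Omg and Sox10 did, and 4 lower genes of myelination exceeded chance with it. Col1a2 passed with it too, as did genes of the astrocyte, microglia, endothelial and meningeal lists that are not named. So did genes not named of the cytoskeleton, adhesion and regulator lists, some of them higher in mutant nerves and some lower. For the other lists, processes and genes named it changed no call.

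With an estimated correlation, 8 lists and 2 processes no longer passed, at unchanged medians. These were the transcription factors of Fig. 5c (-0.373), myelin components (-0.2426), cytoskeleton (-0.0965), OPCs (-0.2452), astrocytes (0.5261), endothelial cells (0.3217), meningeal fibroblasts (0.5733), fatty acid synthesis (0.2531), myelination (-0.0989) and OL differentiation (-0.1017). With fry, meningeal fibroblasts (0.5733), fatty acid synthesis (0.2531), myelination (-0.0989) and OL differentiation (-0.1017) no longer passed.

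For nervous system development, with 12 lower genes in the main test, RLE scaling gave 10, TMM scaling 11 and the filter of at least 1 read 6. None of these 3 counts was beyond chance. For OL differentiation, 2 with at least 10 reads in every sample and 0 with at least 1 read were not beyond chance. For myelination, 7 with the likelihood ratio test, 10 with DESeq2 and 4 with the block were. Leaving out 1 sample gave 0 to 18, 0 to 5 and 0 to 7 for these processes.

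Across the fits that left out 1 sample, medians ran from -0.0758 to 0.0791 for adhesion, -0.0004 to 0.0976 for mature OLs, 0.0801 to 0.2384 for microglia, -0.1183 to 0.0474 for cholesterol synthesis, 0.1795 to 0.3142 for fatty acid synthesis, -0.0461 to 0.1640 for fatty acid uptake, -0.0028 to 0.1235 for neuron development, -0.1245 to -0.0476 for myelination, -0.1438 to -0.0752 for OL differentiation and 0.0772 to 0.1333 for cell proliferation. Fa2h ran from -0.0033 to 0.1498. The cytoskeleton list ran from -0.1367 to -0.0506. The medians of this and the other lists and processes kept their direction and their side of the threshold in these fits. Over the 74 named genes besides Fasn, the 7 fits gave 518 values, of which 265 kept direction and side, 245 fell short of the threshold, 7 newly passed and 1 reversed. The other 9 settings gave 666, of which 565 kept both, 60 fell short, 31 newly passed and 10 reversed. Depth limits the genes near the minimum level, where few reads lie behind a value.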

Differences from the paper's values

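The GeneOntology tests, TMM scaling and the quasi-likelihood test in this part were chosen only after the result was seen. A gap between 2 counts is called closed below where neither is more than 1.5 times the other, which can leave a large difference in genes, and a gap between 2 log2 fold changes where they differ by no more than the larger SD of the control or mutant samples.

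The authors' deposited table has 1294 genes with an FDR of at most 0.05, the paper's value, against 363 here. The paper's 781 genes higher in mutant nerves stand against 175, and its 513 lower genes against 188. Of the alternatives set before the data were examined, the gap in the total and in the higher genes closed with the likelihood ratio test of edgeR (1332 and 742), the Wald test of DESeq2 (1677 and 903), the replicate block (1159 and 890) and without mutant sample 2 (907 and 563). The gap in the lower genes closed with the likelihood ratio test (590) and without mutant sample 2 (344), whereas it stayed with DESeq2 (774) and with the block (269). It stayed in all counts with RLE scaling, the filters of at least 1 read in any sample and at least 10 reads in every sample, a pseudocount of 0.1 and the other fits that left out 1 sample.

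In the authors' deposited table all 33 genes of Fig. 5c besides Fasn are past an FDR of 0.05, the paper's value, and 21 of them passed here. The gap closed with the likelihood ratio test (32), with DESeq2 (33) and without mutant sample 2 (28), and with no other of the alternatives set before the data were examined. Among the genes short of the threshold were Glul, Prom1, Igsf8, Ick, Mbp, Omg, Mobp, Rtn4, Olig1, Sox10 and Myrf. For Sox10, Myrf and Mbp the paper also reports reduced expression by qRT-PCR in P14 optic nerves, which these counts leave out. DESeq2 and the likelihood ratio test called all of the genes named. Without mutant sample 2, Glul, Prom1, Igsf8, Ick, Omg, Mobp and Myrf passed. Sox10 also passed with RLE scaling and Omg and Sox10 with the replicate block. Of the settings chosen after seeing the values, TMM scaling called Prom1, Sox10 and Myrf, and the quasi-likelihood test called Prom1 and Sox10.

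The log2 fold change of Onecut2 is -0.79 in the authors' deposited table, the paper's value, and was -0.62 (standard error 0.110) on the scale of log2(FPKM + 0.5), which understates low genes. The gap closed with the likelihood ratio test (-0.78), DESeq2 (-0.79) and a pseudocount of 0.1 (-0.71), and stayed with the other alternatives set before the data were examined. For Adamts4 the paper's value in the authors' deposited table is -0.60 and the value here was -0.54. That gap closed with the likelihood ratio test (-0.595), DESeq2 (-0.596), RLE scaling (-0.592), and without control sample 2 (-0.567) or mutant sample 2 (-0.556), and stayed with the rest.

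The paper states that processes of myelination were repressed, whereas the 2 genes of that process past the threshold did not exceed chance here (0.515 expected). With the likelihood ratio test there were 7, with DESeq2 10, with the replicate block 4 and without mutant sample 2 7, and these exceeded chance. Neuron development and glial cell differentiation are among the paper's processes of lower genes in Fig. 5a, and neither had a lower gene past the threshold here. The paper lists cell-cell and ECM-cell interactions among the repressed pathways. That rests on enrichment among genes past a threshold, which a median over a hand list does not measure. The hand list of adhesion and extracellular matrix genes had a median of 0.03, with 11 genes lower and 12 higher. The median of all genes tested was 0.05. By genes past the threshold, the measure nearer to the paper's, the 3 of this list were all lower. With the likelihood ratio test (-0.0001) and DESeq2 (-0.0015) this list passed the threshold with a median just below 0, as it did without control sample 2 (-0.004), mutant sample 2 (-0.011) or mutant sample 3 (-0.0758). With RLE scaling the median was -0.0149, and with TMM scaling (-0.0162) and the quasi-likelihood test (-0.0001), both chosen after seeing the values, it was below 0 too, but in these settings the list did not pass. With at least 10 reads in every sample it passed at a median of 0.03, and with the replicate block (0.03), fry and an estimated correlation it did not pass. The median was 0.08 without control sample 1 and 0.02 without control sample 3.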

Other observations

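The tests in this part on the score of astrocytes minus microglia, depth, GC content and length, abundant genes and sex-linked genes were chosen only after the result was seen, and for sex-linked genes the values that would count against the explanation were settled after seeing them too.

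Of the 35 splits of the 7 samples into groups of 4 and 3, only the split by genotype gave as many as 363 genes past the threshold (1 of 35), and the next gave 9. Among the 8 splits that part all 3 same-numbered pairs, the split by genotype was also the only 1 as large, and the next gave 0. The other 27 splits, which keep at least 1 pair together, gave up to 9. Of the 363 genes, only 5 passed in each of the 7 fits that left out 1 sample, namely Fasn, Il23a, Rnf145, Dusp15 and Birc2, while 133 passed in each of the other 9 alternatives at the same threshold of 0.05. In the simulated counts limma-trend found 100% of the changed genes with these numbers of samples. The simulated changes were all larger than those of the MFOL markers (-0.72 to -0.27), so this does not measure the power for changes of that size.

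By smallest p, the genes higher in mutant nerves were Rnf145 (0.78, standard error 0.0666), Klk6, Sdc4 (0.51), Fam107a (0.77) and Gstm1 (0.43), which can share reads with paralogs. Those lower were Fasn, Dusp15 (-0.68, standard error 0.0560), Birc2 (-0.75, with a paralog that can share reads), Il23a and Adamts4. Each of these had an adjusted p of at most 0.0148 in limma-trend.

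A lower share of OL lineage cells in the mutant nerves is a candidate explanation for the lower markers of MFOLs. Alone it would raise the genes of all other cells alike, which the score of astrocytes minus microglia argues against. This was 0.368 ± 0.0301 (SD, n = 3) in mutant samples with the control mean at 0, above all control samples (-0.08 to 0.06). A change in astrocytes stays open, also beside a lower share of OLs. The list of mature OLs, with 9 genes higher and 6 lower and a median of 0.10 (-0.0004 without mutant sample 1), decides nothing on this. A loss of only some stages of the lineage, or a change of expression within those cells, stays open as well. Fewer reads in the mutant libraries would shrink the fold changes at equal depth, but with all samples drawn down to the smallest library the median of the MFOL markers was -0.4543 (-0.47 with the replicate block). With trends in GC content and gene length removed it was -0.533 (-0.55 with the block), and with TMM factors, which leave out the most abundant genes, it was -0.5089, against -0.46 as reported. Each of these corrections moved other genes, and the number past the threshold was 319 at equal depth (1085 with the block) and 812 with GC content and length removed (1397 with the block). These results argue against depth, GC content, length and scale as the whole cause. Meningeal tissue was argued against for these markers as well. A delay of OL maturation in the mutant stays open as a biological explanation, and the paper's own caveat on impaired myelination was not tested.

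Cre in the mutant was under the control of Olig2 regulatory elements, and a Cre allele at the Olig2 locus may lower Olig2 itself and its neighbour Olig1. Olig2 changed by -0.4316 (standard error 0.0884, adjusted p = 0.0439 from limma-trend), short of the fall by 1 that loss of 1 of 2 copies would give. Olig1 fell by 0.31 (standard error 0.105), no more than Sox8, Sox10, Myt1 and Myrf. These values leave a smaller effect of the allele open for both genes. As only the mutant mice carried Cre, an effect of the allele and the loss of Fasn cannot be told apart for Olig1, Olig2 or other genes of OLs.

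The samples differ in genes of the Y chromosome. Ddx3y had 0.0568, 0.0448, 42.1 and 40.0 FPKM in control samples 1 to 4 and 0.0393, 0 and 43.2 FPKM in mutant samples 1 to 3. Eif2s3y had 0.0492, 0.0180, 37.5 and 38.2 FPKM in control and 0.0397, 0 and 37.3 FPKM in mutant samples. Kdm5d had 6.77, 7.51, 14.7 and 15.0 FPKM in control and 6.65, 6.71 and 15.9 FPKM in mutant samples, and Uty had 0.632, 0.653, 7.84 and 8.30 FPKM in control and 0.406, 0.735 and 8.56 FPKM in mutant samples. None of these 4 genes had groups that did not overlap. Genes on X or Y made up 2.204% of the genes past the threshold and 3.51% of those tested, so genes on these chromosomes were not in excess. Both genotypes held samples with and without expression from Y, and no fit with sex was run. This share therefore cannot decide whether unequal numbers of male and female mice added to the number of genes.

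The list of cholesterol synthesis genes had a median of -0.04 (adjusted p = 0.199 from limma's camera), with 13 of 19 lower and none past the threshold. Without mutant sample 1 the median was 0.05, and without mutant sample 2 it was -0.12 and the list passed. Genes of fatty acid uptake had a median of 0.02 (adjusted p = 0.328 from limma's camera), with 5 lower and 5 higher, which ran from -0.05 without mutant sample 2 to 0.16 without mutant sample 1. Only Slc27a4 passed singly, at -0.31 (standard error 0.0582, adjusted p = 0.0369 from limma-trend), which of the fits that left out 1 sample held only without mutant sample 2. Other genes of myelin components moved apart, with Gal3st1 at -0.59 (standard error 0.0737, adjusted p = 0.0148), Ugt8a at 0.29 (standard error 0.110, adjusted p = 0.152) and Fa2h at 0.09 (standard error 0.0821, adjusted p = 0.515) in limma-trend. Gal3st1 did not pass without control sample 2 (-0.58), control sample 3 (-0.56) or mutant sample 3 (-0.57). Ptdss1 (0.02, standard error 0.0573, adjusted p = 0.848), which overlaps Mterf3 on the other strand, and Ptdss2 (0.05, standard error 0.0649, adjusted p = 0.689) were not detectably changed in limma-trend. Within the newly formed OL list, Rras2 (-0.64, standard error 0.114) and Tmem163 (-0.63, standard error 0.131), which overlaps Mgat5, also passed, and neither did without mutant sample 3.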
